# Strategies Shaping the Transcription of Carbohydrate-Active Enzyme Genes in *Aspergillus nidulans*

**DOI:** 10.3390/jof8010079

**Published:** 2022-01-14

**Authors:** Barnabás Cs. Gila, Károly Antal, Zsuzsanna Birkó, Judit Sz. Keserű, István Pócsi, Tamás Emri

**Keywords:** arabinogalactan, *Aspergillus nidulans*, carbohydrate-active enzyme, carbon limitation, carbon starvation, sterigmatocystin production, transcriptomics, utilization of lactose

## Abstract

Understanding the coordinated regulation of the hundreds of carbohydrate-active enzyme (CAZyme) genes occurring in the genomes of fungi has great practical importance. We recorded genome-wide transcriptional changes of *Aspergillus nidulans* cultivated on glucose, lactose, or arabinogalactan, as well as under carbon-starved conditions. We determined both carbon-stress-specific changes (weak or no carbon source vs. glucose) and carbon-source-specific changes (one type of culture vs. all other cultures). Many CAZyme genes showed carbon-stress-specific and/or carbon-source-specific upregulation on arabinogalactan (138 and 62 genes, respectively). Besides galactosidase and arabinan-degrading enzyme genes, enrichment of cellulolytic, pectinolytic, mannan, and xylan-degrading enzyme genes was observed. Fewer upregulated genes, 81 and 107 carbon stress specific, and 6 and 16 carbon source specific, were found on lactose and in carbon-starved cultures, respectively. They were enriched only in galactosidase and xylosidase genes on lactose and rhamnogalacturonanase genes in both cultures. Some CAZyme genes (29 genes) showed carbon-source-specific upregulation on glucose, and they were enriched in β-1,4-glucanase genes. The behavioral ecological background of these characteristics was evaluated to comprehensively organize our knowledge on CAZyme production, which can lead to developing new strategies to produce enzymes for plant cell wall saccharification.

## 1. Introduction

Fungi can use a wide range of organic compounds as a carbon and energy source. The spatial and temporal availability of these compounds is highly variable in most natural habitats where fungi occur. Not surprisingly, carbon stresses (carbon-starvation stress and carbon-limitation stress) are among the stresses that most affect the life of fungi [1,2,3]. The type and availability of carbon/energy sources highly influence many aspects of fungal life, including the production of carbohydrate-active enzymes (CAZymes), secretion of extracellular hydrolases (other than CAZymes) [2,4], formation of secondary metabolites (including mycotoxins or molecules with pharmaceutical interest) [5,6], as well as their sexual and asexual differentiation, stress tolerance, and even their antifungal susceptibility and pathogenicity [7,8,9,10]. Understanding carbon-starvation stress responses, hence, has great practical importance both in the fermentation industry and in medical mycology.

The plant cell wall consists of several polysaccharides including cellulose (and in smaller portions, mixed-linkage glucan), hemicelluloses (e.g., xylans, xyloglucans, mannans), and pectins [11]. In addition to these, plant cell walls contain different hydroxyproline-rich peptides, such as extensins and arabinogalactan proteins, harboring a substantial portion of saccharide residues [11]. Many fungi are able to utilize these polysaccharides. They secrete extracellular enzymes to cut (usually hydrolyze) these polymers into parts (usually oligomers/monomers), and these smaller molecules are taken up for further degradation/utilization. Efficient degradation of complex saccharides generally needs multiple, synergistically acting enzymes [4,12,13]. Extracellular degradation of polysaccharides lets cells produce the needed amount of enzymes in cooperation. Moreover, the mono- and oligosaccharides liberated extracellularly function as “public goods,” since they can be utilized by any microbes in the vicinity, even by those called “cheaters,” who have not secreted any enzymes contributing to the degradation. Not surprisingly, extracellular enzyme production of microbes is intensively studied by behavioral ecologists [14]. Efficient saccharification of plant polysaccharides is crucial in the cost-efficient production of second-generation biofuels [15]. Fungi are important sources of various industrially important enzymes including those that can be used for saccharification of complex plant materials. Understanding how fungi adapt to different carbon/energy sources can help to identify new genes or molecules involved in the regulation of enzyme production as well as new (auxiliary) enzymes for efficient degradation of these biopolymers. This knowledge can be used to improve the efficiency of plant cell wall saccharification or to reduce the production cost of the enzymes used [15,16,17].

*Aspergillus nidulans,* like many other filamentous fungi, commonly occur in habitats rich in decaying plant materials. Its genome contains more than 400 CAZyme genes (Carbohydrate-active Enzymes Database; http://www.cazy.org/; 10 December 2021). Thanks to these, it can grow efficiently on complex plant materials [18,19,20]. Not surprisingly, it is not only a model organism but also a potential source of various enzymes for industrial application [21].

Here, we studied genome-wide transcriptional changes in four *A. nidulans* cultures differing in the available carbon/energy source: cultures incubated in glucose-rich or carbon-source-free media, as well as cultures growing on lactose or arabinogalactan. We aimed to explain the transcriptional changes of CAZyme genes as well as the physiology of the fungus using the following four strategies connected to the formation and utilization of public goods: (1) “secretion of scouting enzymes” [22,23,24]; (2) “adaptive prediction” in stress responses [25,26]; (3) prevention of the rise of “cheaters” [14]; and (4) Garrett Hardin’s “tragedy of the commons” scenario [14].

## 2. Materials and Methods

### 2.1. Strains and Culture Conditions

The *A. nidulans* THS30 (*pyrG89*; *AfupyrG^+^*; *pyroA4*; *pyroA^+^*) reference strain [27] was used in this study. It was maintained on Barratt’s minimal agar plates at 37 °C [28] and only freshly collected conidia from 6 d cultures were used for inoculation in all experiments. For submerged cultivation, 500 mL Erlenmeyer flasks containing 100 mL Barratt’s minimal broth were inoculated with 50 × 10^6^ conidia/flask and were incubated at 37 °C and 3.7 Hz (approx. 220 rpm) shaking frequency for 16 h. The exponentially growing phase mycelia were collected by filtration, washed, and then transferred into 100 mL fresh Barratt’s minimal broth. These media contained 20 g L^−1^ glucose, 20 g L^−1^ lactose, or 20 g L^−1^ arabinogalactan (from larch wood, Sigma-Aldrich Ltd., Budapest, Hungary) as carbon/energy source, or did not contain any carbon source at all. All cultures were further incubated at 37 °C and 3.7 Hz shaking frequency.

### 2.2. Detecting Growth, Metabolic Activity, Carbohydrate Utilization, and Formation of Sterigmatocystin

Growth of the cultures was monitored by measuring their dry cell mass (DCM) content [29]. The metabolic activity of the hyphae was characterized by their methylthiazoletetrazolium (MTT) reduction activity as described previously [29]. Glucose, lactose, and arabinogalactan consumption was followed by detecting the reducing sugar content of the media with *p*-amino-hydroxybenzoic acid hydrazide [30], while sterigmatocystin production was demonstrated by thin-layer chromatography (TLC) [31].

### 2.3. Enzyme Assays

Catalase and superoxide dismutase (SOD) activities were measured by rate assays [32,33] either with cell-free extracts prepared by X-pressing [34] or with the fermentation broth. Intracellular glutathione reductase, nitrate reductase, and β-galactosidase activities were determined according to Pinto et al. [35], Bruinenberg et al. [36], and Nagy et al. [37], respectively, from the cell-free extracts. Extracellular chitinase [34], N-acetyl-glucosaminidase [38], β-glucosidase [30], cellulase [30], γ-glutamyl transpeptidase (γGT) [39], and protease [40] activities were determined from the fermentation broth. In the case of cellulase determination, which was based on measuring the increase in the reducing sugar content in the carboxymethyl-cellulose substrate solution, fermentation broth was dialyzed against 0.1 mol L^−1^ K-phosphate buffer (pH 6.5) prior to measurement to remove reducing sugars. Protein content of the cell-free extracts was measured with Bradford reagent. In the case of the glucose-containing cultures, all enzyme activities were determined at 4 h to prevent biases caused by the quick decrease in the glucose content of the cultures. In the case of the carbon-stressed cultures, specific SOD, catalase, nitrate reductase, glutathione reductase, and β-galactosidase activities were measured at 12 h. All the other (extracellular) enzyme activities were determined using 24 h cultures, since in the case of these enzymes the activity values were too low in the 12 h cultures for precise determination.

### 2.4. Reverse-Transcription Quantitative Real-Time Polymerase Chain Reaction (RT-qPCR) Assays

Lyophilized mycelia were used to isolate total RNA according to Chomczynski [41]. RT-qPCR assays were carried out with the primer pairs listed in Table S1 using Luna^®^ Universal One-Step RT-qPCR Kit (New England Biolabs, Ipswich, MA, USA) following the manufacturer’s protocol. Relative transcription levels were characterized with the ΔCP (difference between the crossing point of the reference and target gene within a sample) values using the AN6700 gene (putative translation elongation factor) as reference [42].

### 2.5. High throughput RNA Sequencing

Total RNA was isolated from lyophilized mycelia [41] from four different cultures using three biological replicates:

For “fast-growing” cultures, exponentially growing phase mycelia were transferred into Barratt’s minimal broth containing 20 g L^−1^ glucose as carbon/energy source and were incubated for 4 h at 37 °C and 3.7 Hz shaking frequency.

For “carbon-starved” cultures, exponentially growing phase mycelia were transferred into carbon-source-free Barratt’s minimal broth and were incubated for 12 h at 37 °C and a 3.7 Hz shaking frequency.

For “carbon-limited” cultures, exponentially growing phase mycelia were transferred into Barratt’s minimal broth containing either 20 g L^−1^ lactose or 20 g L^−1^ arabinogalactan and were incubated for 12 h at 37 °C and 3.7 Hz shaking frequency.

RNA sequencing (from library preparation to generation of fastq.gz files) as well as the RT-qPCR assays was carried out at the Genomic Medicine and Bioinformatic Core Facility, Department of Biochemistry and Molecular Biology, Faculty of Medicine, University of Debrecen, Debrecen, Hungary. A single-read 75 bp Illumina sequencing was performed as described previously [43]. All library pools were sequenced in the same lane of a sequencing flow cell, and 11.5–20.8 million reads per sample were obtained. The FastQC package (http://www.bioinformatics.babraham.ac.uk/projects/fastqc; 10 December 2021) was used for quality control. The hisat2 software (version 2.1.0) was used to align reads to the genome of *A. nidulans* FGSC A4 (genome: http://www.aspergillusgenome.org/download/sequence/A_nidulans_FGSC_A4/archive/A_nidulans_FGSC_A4_version_s10-m04-r12_chromosomes.fasta.gz; 1 September 2021; genome features file (GFF): http://www.aspergillusgenome.org/download/gff/A_nidulans_FGSC_A4/archive/A_nidulans_FGSC_A4_version_s10-m04-r12_features_with_chromosome_sequences.gff.gz; 1 September 2021;). More than 93% of reads were successfully aligned in the case of each sample. Differentially expressed genes were determined with DESeq2 (version 1.24.0).

### 2.6. Evaluation of the Transcriptome Data

When the transcriptomes of two cultures were compared (“A” vs. “B”), upregulated and downregulated genes were defined as genes that had shown significantly different expression (adjusted *p*-value < 0.05) and log_2_FC > 1 or log_2_FC < −1, respectively, where FC (fold change) stands for the number calculated by the DESeq2 software using “B” as the reference culture. In the case of carbon-starved cultures as well as cultures growing on arabinogalactan or lactose, “carbon-stress-responsive” genes were regarded as upregulated or downregulated genes coming from comparisons where glucose-containing cultures were used as reference. Genes were regarded as “culture specifically” upregulated (or downregulated) if they were upregulated (or downregulated) relative to the other three cultures.

The composition of carbon-stress-responsive and culture-specific gene sets was studied with gene set enrichment analyses carried out with “Functional Catalogue” (FunCat), “Gene Ontology” (GO), and “Kyoto Encyclopedia of Genes and Genomes pathway” (KEGG pathway) terms using the FungiFun2 package (https://elbe.hki-jena.de/fungifun/fungifun.php; 10 December 2021), applying default settings. Hits with a corrected *p*-value < 0.05 were regarded as significantly enriched and were taken into consideration during evaluation. Terms containing less than three genes or hits with only one gene were omitted from the analysis.

The enrichment of genes belonging to the groups defined below was tested by the Fisher’s exact test with the “fisher.test” function of R project (www.R-project.org/; 10 December 2021). The following gene sets were studied (the composition of the gene sets is available in Tables S2 and S3):

“Lactose utilization” genes: This gene group contains genes involved in the Leloir and oxido-reductive pathways of galactose utilization, the *galX* (AN10543) and *galR* (AN7610) genes encoding the transcriptional regulators of the above-mentioned pathways [44], as well as known and putative β-galactosidase and lactose permease genes according to Fekete et al. [45,46] and to the *Aspergillus* Genome database (AspGD; www.aspergillusgd.org; 1 September 2021).

“Autophagy” genes: Genes collected from AspGD with “autophagy protein” or “autophagy-related protein” terms.

“Antioxidant enzyme” genes: Genes of known or putative superoxide dismutases, catalases, peroxidases, or the glutathione/glutaredoxin/thioredoxin redox system collected from the AspGD.

“Squalene—ergosterol” pathway genes: Orthologues of *A. fumigatus* genes encoding enzymes of the squalene—ergosterol pathway [47] collected from AspGD.

“Glycolysis” genes, “Oxidative pentose-phosphate shunt” genes, “Ribose metabolism” genes, and “TCA cycle” genes: Genes described by Flipphi et al. [48].

“Extracellular peptidase” genes: Peptidase genes encoding N-terminal signal sequence but not transmembrane domain collected from the AspGD.

“Cell wall” genes: Genes of chitin synthases, glucan synthases, transglucosylases, endo-mannanases, chitinases, chitin deacetylases, hexosaminidases, glucanases, glucosidases, as well as genes of the cell wall integrity pathway and genes necessary for UDP-N-acetylglucosamine synthesis collected by de Groot et al. [49] and supplemented with N-acetyl-glucosamine transmembrane transporter (AN1427), N-acetyl-glucosamine-6-phosphate deacetylase (AN1428), and glucosamine-6-phosphate deaminase (AN1418) genes (genes necessary for N-acetylglucosamine utilization).

“Carbohydrate-active enzyme” (CAZyme) genes: Genes collected from the Carbohydrate-active Enzymes Database (http://www.cazy.org/; 10 December 2021), except the genes presented in the “Cell wall” genes group were omitted.

“Ribosome biogenesis” genes, “Mitotic cell cycle” genes, and “Transcription factor” genes: These groups were constructed based on the AspGD using the related GO terms and their child terms.

“Secondary metabolism cluster” genes: Manually or experimentally determined secondary metabolite cluster genes collected by Inglis et al. [50]. Gene set enrichment analysis was carried out with the clusters separately. Clusters where the upregulated or downregulated genes were significantly enriched (Fisher’s exact test, *p* < 0.05) in the appropriate gene set were regarded as upregulated or downregulated clusters, respectively.

### 2.7. Identification of Extracellular Proteins

Proteins from the fermentation broth were separated by 2D gel electrophoresis [51]. Selected spots were cut from gels manually, and, after trypsin digestion, peptides were analyzed on a 4000 QTRAP (AB Sciex, Framingham, MA, USA) mass spectrometer coupled to an Easy nLC II nanoHPLC (Bruker, Billerica, MA, USA). The obtained LC–MS/MS data were used for protein identification based on the ProteinPilot 4.5 (ABSciex) search engine, and the SwissProt database and minimum two peptides with 99% confidence were required for identification of the protein [39].

## 3. Results

### 3.1. Three Carbon Stress Types Caused Similar Physiological Changes

Physiological consequences of three different types of carbon stress (carbon-starvation stress as well as carbon-limitation stresses in the presence of either a disaccharide or a polysaccharide) were studied. Transferring mycelia from glucose-containing media to carbon-source-free or lactose/arabinogalactan-containing media significantly decreased the MTT-reducing activity of the cultures (Figure 1A). However, this decrease was temporary; after 4 h, MTT-reducing activity of the carbon-stressed cultures started to increase even in the case of the carbon-starved cultures (Figure 1A). Carbon stress also reduced the growth of the fungus as expected (Figure 1B). The highest reduction in biomass production, with respect to glucose-containing cultures, was observed in carbon-starved cultures followed by arabinogalactan and lactose-containing cultures. Although long-term carbon starvation is generally accompanied with DCM decline [34], only a small (but not statistically significant) decrease in the DCM was observed at 12 h in this case (Figure 1B).

Carbon stress significantly decreased the nitrate reductase and glutathione reductase activities in all cultures, while the intracellular β-galactosidase activities were elevated by carbon stress (Table 1). This increase was the strongest on lactose followed by arabinogalactan-containing and carbon-starved cultures (Table 1).

The intracellular SOD activities were increased on arabinogalactan and in carbon-starved cultures. The fermentation broth of all the four cultures had detectable SOD activity and the carbon-stressed cultures had detectable catalase activity as well (Table 1), which concur with the results of Saykhedkar et al. [18] who studied the secretome of *A. nidulans* cultivated on sorghum stover. Carbon stress increased extracellular proteinase, γGT, chitinase, and β-glucosidase activities (Table 1). Growing on lactose or on arabinogalactan but not carbon starvation also increased extracellular β-galactosidase and cellulase activities (Table 1).

In order to identify further enzymes from the fermentation broth of carbon-starved cultures, extracellular proteins were separated by 2D gel electrophoresis and the protein content of selected patches was analyzed. The presence of the following proteins in the fermentation broth was demonstrated (Table S4): AbnC (AN8007, putative extracellular endo-1,5-α-L-arabinosidase); EglB (AN3418, cellulase); BglA and BglL (AN4102 and AN2828; putative β-glucosidases); ChiB (AN4871, chitinase); EglC (AN7950, putative GPI-anchored glucan endo-1,3-β-D-glucosidase); PepJ (AN7962, protease); CatB (AN9339, catalase); and SodA (AN0241, Cu/Zn-SOD). The presence of AbnC, CatB, EglB, PepJ, SodA, and the AN8445 peptidase in the fermentation broth of lactose-containing cultures has already been demonstrated [39]. van Munster et al. [24] found that upregulation of CAZyme genes by carbon stress is accompanied by the secretion of the corresponding proteins in *A. niger* even in the case of carbon starvation. Accordingly, the genes of the proteins detected here were upregulated by the appropriate carbon stress (Table S2) with the following exceptions: We could not detect the upregulation of *eglB* in carbon-starved cultures or the upregulation of *sodA* and AN8445 in lactose-containing cultures (Table S2). However, we could detect the presence of the encoded proteins in the fermentation broth (Table S4, [39]). 

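RNA was sequenced from 12 cultures of A. nidulans, with 3 biological replicates each on glucose, on lactose, on arabinogalactan and without a carbon source. Mycelia from a preculture of 16 h at 37 °C were transferred to fresh media with 20.0 g/L of the carbon source, or with none. Glucose-containing cultures were sampled at 4 h and the others at 12 h, so the carbon source and the time of sampling differ together in every comparison with glucose. The authors aligned single-end reads of 75 bp to the FGSC A4 genome with hisat2 and deposited 1 table of raw counts and RPKM per gene for the 12 cultures. Its counts summed to 13.6 to 15.3 M per glucose culture (median 14.5), 14.8 to 15.6 M per lactose culture (median 14.9), 10.2 to 15.1 M per arabinogalactan culture (median 14.3) and 15.0 to 18.36 M per carbon-starved culture (median 15.4). The paper states 11.5 to 20.8 M reads per sample, and the values given here use the sums of the counts. After removal of genes with low counts, 9769 genes were tested by edgeR's quasi-likelihood F-test on counts scaled by TMM, in a single model of the 4 culture types. A gene was said to rise or fall when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change above 1 or below −1, the thresholds of the paper. Levels are CPM (counts per M of counts) after TMM scaling, as mean ± SD of 3 cultures, and log2 fold changes are against glucose unless another culture is named. SE is an approximate standard error of the log2 fold change, its size divided by the square root of edgeR's F statistic.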

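In the carbon-starved cultures, abnC (AN8007), which encodes a putative endo-arabinosidase, stood at 1369 ± 107 CPM against 25.6 ± 2.72 CPM on glucose, a log2 fold change of 5.74 (SE 0.085, adjusted p = 2.2e-18). The β-glucosidase gene bglL (AN2828) rose by 8.27 (SE 0.15, adjusted p = 1.6e-17) and the protease gene pepJ (AN7962) by 10.91 (SE 0.35, adjusted p = 1.7e-14) there, while the second β-glucosidase gene, bglA (AN4102), passed the fold threshold narrowly at 1.03 (SE 0.057, adjusted p = 2.8e-11). On glucose the SD of pepJ was as large as its mean, so the size of its fold is uncertain. On lactose, abnC rose by 3.06 and pepJ by 5.89, and the cellulase gene eglB (AN3418) rose by 3.64 (SE 0.16, adjusted p = 2.9e-12). Under carbon starvation eglB reached 3.13 ± 0.200 CPM from 1.83 ± 0.624 CPM on glucose, a log2 fold change of 0.78 (SE 0.23, adjusted p = 0.0056) that did not pass the fold threshold and passed it, at 1.09, when glucose replicate 1 was left out. The values of sodA (AN0241, Cu/Zn superoxide dismutase) and of the peptidase gene AN8445 on lactose, 0.32 and −0.35, did not pass either. The call of bglA was lost under a test against a fold of 2 (edgeR's glmTreat).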

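Transcripts of sodA (AN0241), which encodes the Cu/Zn superoxide dismutase, were at 881 ± 13.9 CPM on glucose and 327 ± 14.6 CPM in carbon-starved cultures (log2 fold change −1.43, SE 0.054, adjusted p = 1.6e-13). For eglC (AN7950), encoding a putative GPI-anchored glucan endo-1,3-β-D-glucosidase, the level was 6488 ± 185 CPM on glucose and 539.7 ± 30.2 CPM under starvation, where it fell by 3.59 (SE 0.064, adjusted p = 1.3e-17). catB (AN9339), encoding a catalase, stood at 6519.5 ± 307 CPM on glucose, 987 ± 47.4 CPM on lactose and 360.3 ± 24.6 CPM under starvation, and fell by 2.72 (SE 0.071, adjusted p = 2.9e-15) on lactose and by 4.18 (SE 0.076, adjusted p = 1.5e-17) under starvation. The changes of ΔCP by RT-qPCR, computed here from the paper's Table S5, were −1.34 ± 0.26 for sodA under starvation and −2.97 ± 0.29 for catB on lactose. Each ± is a combined SD, the square root of the summed squares of the SDs of the culture and of glucose (n = 3 each).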

In the case of SodA and EglC (detected during carbon starvation), as well as of CatB (detected both in carbon-starved cultures and on lactose) (Table S4, [39]), the corresponding genes even showed downregulation by carbon stress (Table S2). These proteins may be accumulated in the cells (in the case of cell-wall-anchored EglC, in the cell wall) on glucose and may be released into the fermentation broth only under stress.

### 3.2. Transcriptome Analyses Revealed Important Differences among the Carbon-Stressed Cultures

Based on principal component analysis, the available carbon source substantially affected the transcriptome of the fungus as expected (Table S5). 

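Among the genes of mean level above 10 CPM, AN5540 fell by 7.44 (SE 0.16, adjusted p = 3.2e-16) on lactose, AN9297 by 10.16 (SE 0.11, adjusted p = 2.4e-19) on arabinogalactan and AN10507 by 10.47 (SE 0.15, adjusted p = 2.2e-18) under starvation. The Hülle cell mutanase gene mutA (AN7349) rose by 11.17 (SE 0.29, adjusted p = 8.7e-16) under starvation. In a principal component analysis of log2 CPM over the 500.0 most variable genes, the first component held 68.1% and the second 17.8% of the variance. Glucose-containing cultures had scores from 76.2 to 81.3 on the first component, lactose-containing cultures from 5.73 to 8.15, carbon-starved cultures from −35.0 to −34.5 and arabinogalactan-containing cultures from −51.8 to −51.1. The lactose-containing cultures stood at 44.3 to 45.0 on the second component, and the other types between −18.8 and −12.1. On these components the nearest pair of culture means lay 16.7 apart, against at most 3.40 between a culture and the mean of its type. The gap was 8.45 over all genes tested, 31.4 with rlog values and 56.3 to 58.2 with a lactose library left out (56.3 without lactose replicate 1, 58.2 without replicate 2 and 56.8 without replicate 3), and the largest distance was 1.14 with rlog values and 1.64 without glucose replicate 3.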

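RT-qPCR in the paper's Table S5 gives ΔCP relative to AN6700 for 28 genes in the 4 culture types (3 experiments), which are set here beside the difference of mean log2 CPM. The change from glucose had the same sign by both methods in 78 of 84 pairs of gene and culture (92.9%). The nitrate reductase gene niaD (AN1006) on arabinogalactan changed by −10.22 in RNA-seq and by −9.18 ± 0.20 in RT-qPCR. Here ± is the combined SD of the culture and of glucose (n = 3 each). The thioredoxin-dependent peroxidase gene prxA (AN8692) under starvation changed by −3.55 and −3.61 ± 0.67, and the regulator gene galX (AN10543) on lactose by 7.32 and 6.36 ± 0.80. For lacD (AN3201) on lactose the values were 10.70 and 6.67 ± 0.53, and for chiB (AN4871) under starvation 8.20 and 1.87 ± 0.90, gaps larger than the combined SD of the RT-qPCR. Across the 112 pairs of gene and culture, the levels had a Pearson r of 0.791 (Spearman rho 0.783), and across the 84 changes r was 0.928 (rho 0.934). Both are correlations across genes, and genes and cultures are not independent replicates, so no p is given. In RNA-seq the log2 fold change of AN6700 itself was 1.00 on lactose, 0.81 on arabinogalactan and 0.76 under starvation; the first lay just under the fold threshold and passed it without glucose replicate 3 (1.00), without glucose replicate 1 (1.00), without lactose replicate 1 (1.11), with DESeq2 (1.03), DESeq2's size factors in edgeR (1.02), scaling by total count (1.32), the looser (1.00) and the stricter filter (1.01) and only the 2 culture types fitted (1.06). On arabinogalactan it passed with scaling by total count (1.10).

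**Figure D1:**
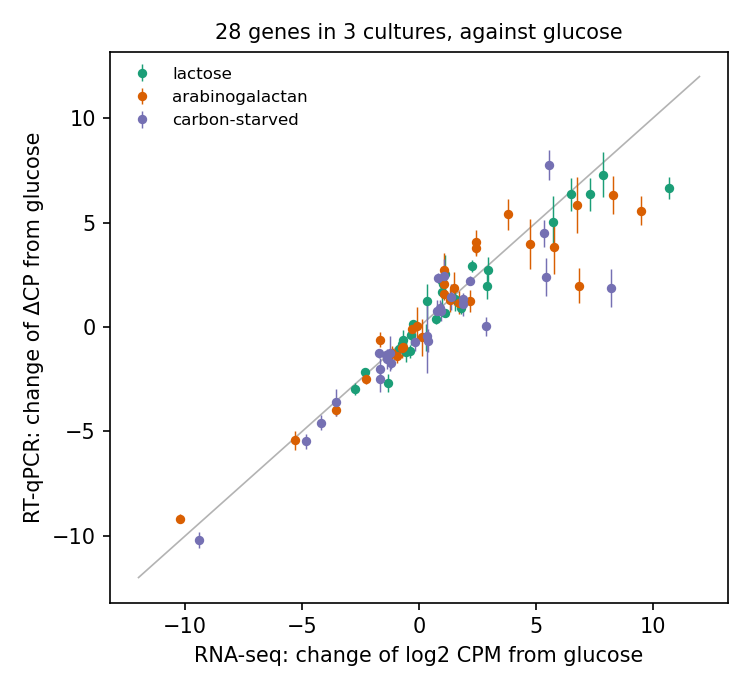
Change from glucose by RT-qPCR (ΔCP relative to AN6700, y axis) against the change of mean log2 CPM by RNA-seq (x axis) for 28 genes in lactose-containing, arabinogalactan-containing and carbon-starved cultures. Points are differences of means, bars the combined SD of the culture and of glucose in the RT-qPCR (n = 3 each) and the grey line equality. The points of chiB on arabinogalactan and under starvation lie farthest below it.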

In the case of 28 genes, transcriptional changes obtained with RNA sequencing were compared with those recorded with RT-qPCR, and a good positive correlation was observed (the Pearson’s correlation coefficient was 0.79) (Table S5).

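On lactose 1669 genes rose and 1263 fell, on arabinogalactan 2076 rose and 1657 fell, and in the carbon-starved cultures 2278 rose and 1897 fell. These were 30.0%, 38.2% and 42.7% of the genes tested. gprD (AN3387), a G protein-coupled receptor gene, fell on lactose from 60.8 ± 5.29 to 1.89 ± 0.396 CPM, and AN8910, of the secondary metabolite cluster named after it, by 6.70 (SE 0.20, adjusted p = 1.7e-14). On arabinogalactan AN4127 fell from 905 ± 40.6 to 1.35 ± 0.165 CPM (log2 fold change −9.37, SE 0.14, adjusted p = 2.6e-18). tmpL (AN9129) rose under starvation from 0.230 ± 0.265 to 382 ± 17.3 CPM (log2 fold change 10.60, SE 0.19, adjusted p = 1.2e-17). Of the genes that changed, 56.9% rose on lactose, 55.6% on arabinogalactan and 54.6% under starvation, and with the libraries scaled by their total count alone the shares of the first 2 cultures were 71.0% and 66.2%. Without the fold threshold, more genes were lower than higher on lactose (3902 and 3623), but not on arabinogalactan (3941 and 4104) or under starvation (3999 and 4230).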

Carbon-starvation and carbon-limitation stresses changed the expression of many genes (Figure 2A). Earlier studies demonstrated that there is a substantial overlap among the early stress responses of carbon-limited and carbon-starved cultures [24]. This has been explained by the near-starvation of carbon-limited cultures until utilization of the alternative carbon sources is established [24]. Therefore, we took samples at times when utilization of lactose and arabinogalactan had already started according to their growth pattern (Figure 1). Nevertheless, we found substantial overlap among the genome-wide transcriptional changes of the three carbon-stressed cultures: 39% of the carbon-stress-responsive genes showed upregulation in all three carbon-stressed cultures, and 38% showed downregulation (Figure 2A). 

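In all 3 carbon-stressed cultures 1163 genes rose and 914 fell, 40.5% of the 2875 genes that rose in any of them and 38.9% of the 2351 that fell in any. With scaling by total count 1526 rose and 677 fell in all 3. Without the fold threshold the balance turned, with 2673 higher and 2866 lower in all 3. The peroxidase gene cpeA (AN7388) was among the 1163 that rose, with log2 fold changes of 4.58 (SE 0.070, adjusted p = 4.8e-18) on lactose, 5.30 (SE 0.072, adjusted p = 8.2e-19) on arabinogalactan and 4.97 (SE 0.071, adjusted p = 1.7e-18) under starvation. The aldehyde dehydrogenase gene AN0554 rose by 2.38, 3.71 and 2.96 in the same order, and AN5467, which fell, had −6.61, −7.25 and −8.15. Arabinogalactan-containing and carbon-starved cultures shared 1695 genes that rose, against 1297 for lactose with arabinogalactan and 1319 for lactose with starvation. Independent lists of these sizes would share 82.7 genes that rose and 41.6 that fell in all 3. The 3 comparisons use the same 3 glucose libraries, which are too few to divide between them, so part of the excess may come from the shared controls. Of all genes tested, 75.3% had the same sign in the 3 comparisons, against 49.1% to 51.0% in 20.0 simulations of unchanged cultures in which the 3 comparisons share their simulated glucose libraries. In those simulations at most 1 gene was called in any comparison and 0 in all 3. Error of the shared controls thus adds next to no calls among unchanged genes. Genes changed to near the threshold were not simulated.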

By definition, these same genes showed culture-specific downregulation and upregulation, respectively, in glucose-rich cultures. They also highly exceeded the number of culture-specific down- and upregulated genes in carbon-stressed cultures (Figure 2B).

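The nitrite reductase gene niiA (AN1007) was higher on glucose than in each of the other cultures, at 5615 ± 39.2 CPM on glucose, 1679 ± 330.5 on lactose, 44.2 ± 3.83 on arabinogalactan and 37.0 ± 1.33 under starvation. Apart from the genes specific to glucose, 268 genes were higher on lactose than in all other cultures, 322 on arabinogalactan and 426 under starvation. nrps1 (AN1242), encoding a nonribosomal peptide synthetase, was lactose-specific, with a log2 fold change of 3.67 (SE 0.10, adjusted p = 6.7e-15) from glucose. agnC (AN9042), a putative α-1,3-glucanase gene, was starvation-specific and rose by 10.53 (SE 0.15, adjusted p = 1.7e-18). The genes lower than in all other cultures numbered 69 on lactose, 146 on arabinogalactan and 200 under starvation. clrB (AN3369), a regulator of cellulase genes, was lowest on lactose (81.1 ± 7.49 CPM against 179 ± 10.7 on glucose), and with scaling by total count its fall from glucose did not pass (−0.82).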

Gene set enrichment analyses of carbon-stress-responsive genes suggest that carbon starvation downregulated bulk protein synthesis, several elements of primary metabolism (e.g., glucose utilization, amino acid biosynthesis, steroid synthesis), and the transcription of several stress genes. On the other hand, it upregulated genes involved in cell wall organization, chitin, xylan, and pectin degradation, as well as fatty acid oxidation (Table 2 and Table S6). Replacing glucose with lactose downregulated several elements of primary metabolism (e.g., glucose utilization and steroid synthesis); however, in contrast to carbon-starved cultures, downregulation of amino acid biosynthesis or “ribosome biogenesis” and “translation” was not observed. It upregulated extracellular polysaccharide utilization, including the metabolism of pentoses and hexoses other than glucose (Table 2 and Table S6). 

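Of 16 genes of the squalene-ergosterol pathway, 8 fell, 1 rose and 7 did not pass the test on lactose (one-sided Fisher's exact test against the genes tested, p = 3.8e-04, adjusted p = 0.0049 over 420.0 tests of groups and gene sets; p = 0.06 from camera with an estimated correlation). erg1 (AN11008), encoding squalene epoxidase, fell there by 2.93 (SE 0.069, adjusted p = 8.6e-16), and AN6973 by 1.43 (SE 0.095, adjusted p = 4.8e-10). Under starvation 12 of the 16 fell (Fisher's exact test, p = 2.3e-06, adjusted p = 8.9e-05). Of 176 ribosome biogenesis genes, 9 fell on lactose and 167 did not pass, while under starvation 48 fell, 3 rose and 125 did not pass (Fisher's exact test, p = 0.0067, adjusted p = 0.051; p = 0.21 from camera with an estimated correlation). Under starvation AN8824 fell by 3.36 (SE 0.068, adjusted p = 5.1e-17) and AN1964 by 1.73 (SE 0.057, adjusted p = 2.1e-14). The over-representation of ribosome biogenesis genes was lost when the libraries were scaled by total count alone (Fisher's exact test, p = 0.46) and under a test against a fold of 2 (p = 0.15). Genes of amino acid biosynthesis were not tested here, since Table S6 names only part of them.

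**Figure D2:**
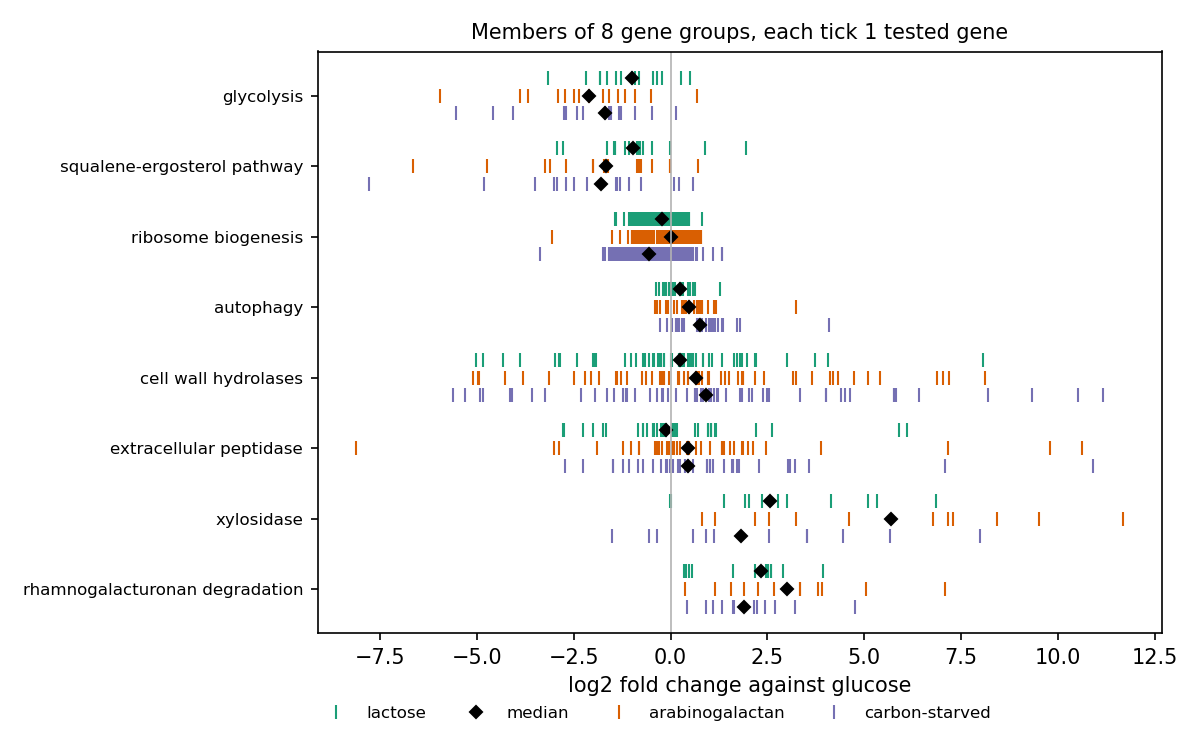
log2 fold change from glucose (x axis) of the tested members of 8 gene groups in lactose-containing, arabinogalactan-containing and carbon-starved cultures. Each tick is a gene and each diamond the median of the group; members with 3 or fewer counts on glucose stand at their fitted value.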

Growing on arabinogalactan downregulated glucose utilization, amino acid biosynthesis, and steroid synthesis. 

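Among the 176 ribosome biogenesis genes, 4 fell on arabinogalactan and 172 did not pass the test; AN5520 had a value of −1.00 (SE 0.049, adjusted p = 6.8e-12), which passed the fold threshold without glucose replicate 2 (−1.00) and without arabinogalactan replicate 3 (−1.03). Genes of the squalene-ergosterol pathway fell in 9 of 16 cases there (one-sided Fisher's exact test, p = 4.1e-04, adjusted p = 0.0051). pdmA (AN1901), encoding lanosterol 14-α-demethylase, fell from 1003 ± 14.3 to 117 ± 10.6 CPM (log2 fold change −3.11, SE 0.069, adjusted p = 1.6e-16), and AN8907 by 6.65 (SE 0.15, adjusted p = 1.5e-16).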

As on lactose, downregulation of bulk protein synthesis was not observed. Upregulation of extracellular polysaccharide utilization genes was detected; however, genes involved in pentose or hexose (e.g., galactose, mannose) metabolism were enriched in both the upregulated and downregulated gene sets (Table 2 and Table S6). Gene set enrichment analyses of culture-specific genes suggest that processes related to glucose utilization and growth (e.g., glycolysis, respiration, biosynthesis of steroids, vitamins, cofactors prosthetic groups) were upregulated, while the polysaccharide catabolic process and lipid metabolism (e.g., fatty acid oxidation) were downregulated in glucose-rich cultures relative to all the other cultures (Table S6). In parallel with this, carbon-stressed cultures were characterized by the upregulation of different elements of carbohydrate catabolism and by the downregulation of a few processes mainly related to growth (Table S6).

For further analysis of how carbon-stressed cultures ensure their energy needs, we selected the gene groups presented in Table 3, Table 4 and Table S2:

The *galR* and *galX* genes [44] encoding the transcriptional regulators of lactose utilization genes were upregulated only in lactose-containing cultures (Tables S2 and S5). This was accompanied by the upregulation of the D-galactose oxidoreductive pathway genes [52], and several genes encoding known/putative lactose permeases and β-galactosidases, including the genes of the main β-galactosidase (*lacD*) and lactose permeases (*lacpA*, *lacpB*) (Tables S2 and S5) involved in lactose utilization [45,46] (Table 3, Tables S2 and S5). 

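On lactose galR (AN10550; the paper's methods give AN7610, which its Table S2 lists as xlnR, and its primer table and Table S2 give AN10550) stood at 485 ± 6.74 CPM against 5.21 ± 0.837 CPM on glucose, a log2 fold change of 6.55 (SE 0.10, adjusted p = 4.8e-18). galX (AN10543) reached 1236 ± 11.7 CPM from 7.61 ± 0.451 CPM, a log2 fold change of 7.34 (SE 0.075, adjusted p = 1.9e-19). Both were higher on lactose than in each of the other cultures: galR by 6.65 (SE 0.10, adjusted p = 1.0e-17) over arabinogalactan and 7.80 (SE 0.11, adjusted p = 3.3e-18) over starvation, and galX by 7.20 (SE 0.073, adjusted p = 9.8e-20) and 6.97 (SE 0.071, adjusted p = 2.1e-19). On arabinogalactan the values of galR and galX, −0.11 and 0.14, did not pass the test, and under starvation galR fell by 1.25 (SE 0.17, adjusted p = 4.1e-06), a call lost under a test against a fold of 2, while galX had a value of 0.37.

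**Figure D3:**
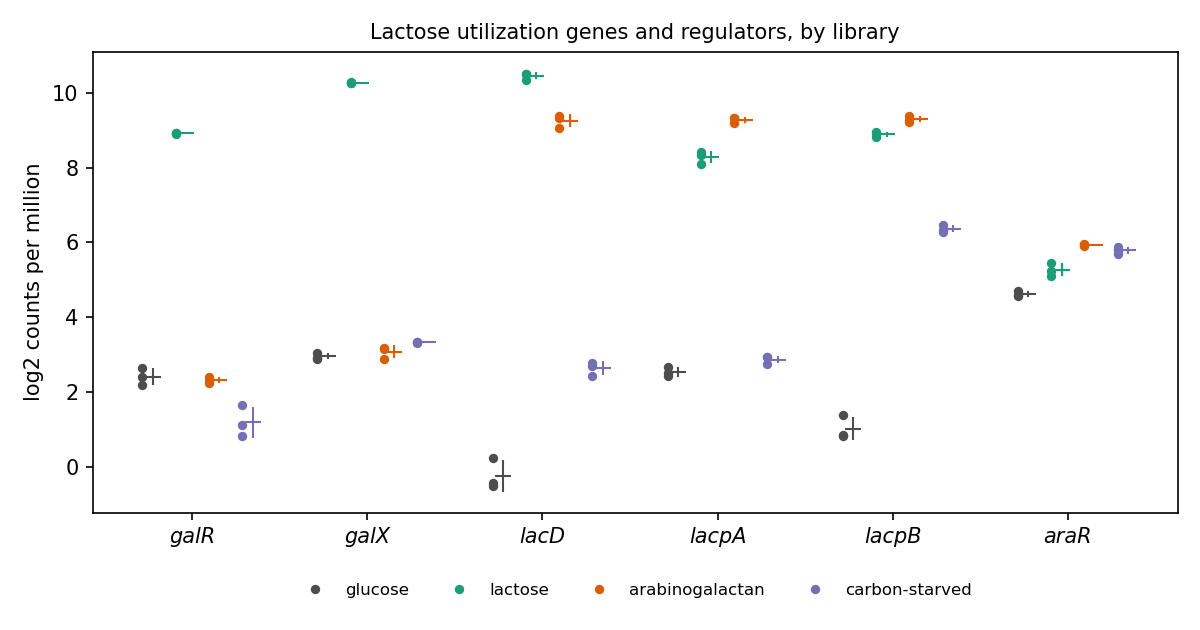
log2 CPM (y axis) of galR, galX, lacD, lacpA, lacpB and araR in the 12 cultures, grouped by carbon source. Points are cultures and ticks the mean ± SD (n = 3); galR and galX are high in the lactose-containing cultures.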

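The β-galactosidase gene lacD (AN3201) stood at 1404 ± 88.5 CPM on lactose and 0.732 ± 0.268 CPM on glucose, a log2 fold change of 10.87 (SE 0.16, adjusted p = 2.5e-18). The lactose permease genes lacpA (AN3199) and lacpB (AN2814) rose by 5.79 (SE 0.10, adjusted p = 3.8e-17) and 7.94 (SE 0.11, adjusted p = 1.8e-18). Of 11 β-galactosidase and lactose permease genes, 7 rose and 4 did not pass the test (one-sided Fisher's exact test, p = 7.3e-04, adjusted p = 0.008; p = 0.083 from camera with an estimated correlation), and of 23 lactose utilization genes 12 rose, 1 fell and 10 did not pass (p = 1.3e-04, adjusted p = 0.0024). Of 5 genes of the D-galactose oxidoreductive pathway, 3 rose: ladA (AN0942, arabitol dehydrogenase) by 2.95, xdhA (AN9064, xylitol dehydrogenase) by 1.11 and xyrA (AN0423, xylose reductase) by 1.04 (Fisher's exact test, p = 0.038, adjusted p = 0.19; p = 0.11 from camera with an estimated correlation). Without glucose replicate 3 or lactose replicate 3, xyrA fell short of the fold threshold (0.99 and, just under it, 1.00), and the over-representation of the pathway was lost (Fisher's exact test, p = 0.2 in both cases). It was lost as well under a test against a fold of 2 (Fisher's exact test, p = 0.52).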

Upregulation of any Leloir pathway genes was not observed, suggesting that the main route of lactose utilization is the D-galactose oxidoreductive pathway (Table 3 and Table S2).

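Of the 5 Leloir pathway genes, ugeA (AN4727, UDP-glucose 4-epimerase) fell on lactose from 913 ± 51.8 to 311 ± 11.4 CPM (log2 fold change −1.56, SE 0.057, adjusted p = 2.1e-13) and the other 4 did not pass the test. The phosphoglucomutase gene pgmB (AN2867) had a log2 fold change of 0.42 (SE 0.052, adjusted p = 1.6e-06) and galF (AN9148) of 0.18 (SE 0.061, adjusted p = 0.012).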

In arabinogalactan-containing cultures, *araR* [53], but not *galR* or *galX,* was upregulated. 

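araR (AN0388), which encodes the regulator of arabinose catabolism, rose on arabinogalactan from 24.4 ± 1.26 to 60.9 ± 1.15 CPM, a log2 fold change of 1.32 (SE 0.083, adjusted p = 1.9e-10). It also rose by 1.18 (SE 0.083, adjusted p = 6.8e-10) in the carbon-starved cultures, and on lactose its value was 0.65 (SE 0.085, adjusted p = 2.5e-06).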

Upregulation of the D-galactose oxidoreductive pathway genes, the same as those upregulated on lactose (Table S2), as well as *lacD*, *lacpA*, and *lacpB*, as well as several other known/putative lactose permease and β-galactosidase genes, was also observed. 

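On arabinogalactan lacD rose by 9.68 (SE 0.16, adjusted p = 5.0e-18), lacpA by 6.78 (SE 0.11, adjusted p = 2.8e-18) and lacpB by 8.34 (SE 0.11, adjusted p = 7.0e-19). Of the 11 β-galactosidase and lactose permease genes, 10 rose and 1 did not pass the test (one-sided Fisher's exact test, p = 1.6e-06, adjusted p = 6.9e-05). The permease gene lacpC (AN1577) rose by 5.83 (SE 0.19, adjusted p = 2.5e-14) and the β-galactosidase gene lacF (AN2463) by 2.45 (SE 0.12, adjusted p = 3.5e-12). The 3 genes of the D-galactose oxidoreductive pathway that rose, ladA (4.74), xyrA (3.83) and xdhA (1.52), also rose on lactose, while hxkA (AN7459, hexokinase) fell by 1.17 (SE 0.055, adjusted p = 3.1e-12), a call lost with scaling by total count (−0.89). Over the pathway the rise gave p = 0.068, adjusted p = 0.3 in the one-sided Fisher's exact test. The first p dropped to 0.0086 without glucose replicate 3 and to 0.0082 without arabinogalactan replicate 1, and to 0.019 with scaling by total count and 0.045 under a test against a fold of 2.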

Interestingly, the Leloir pathway genes were even downregulated in the carbon-starved cultures (Table S2), suggesting that this pathway may relate to the synthesis of galactose-containing saccharides rather than galactose degradation. 

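In the carbon-starved cultures 3 of the 5 Leloir pathway genes fell: ugeA by 3.10 (SE 0.061, adjusted p = 3.6e-17), galF by 2.03 (SE 0.064, adjusted p = 1.3e-14) and pgmB by 1.39 (SE 0.054, adjusted p = 2.1e-13). The Leloir genes were not over-represented among the genes that fell (one-sided Fisher's exact test, p = 0.054, adjusted p = 0.26), and came under 0.05 with DESeq2 (p = 0.044), with scaling by total count (p = 0.031), under a test against a fold of 2 (p = 0.036), with the looser or the stricter filter (p = 0.047 in both) and with every gene as background (p = 0.039).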

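Under carbon starvation the permease gene lacpB (AN2814) rose by 5.40 (SE 0.12, adjusted p = 9.8e-17) and the β-galactosidase gene lacD (AN3201) by 3.03 (SE 0.25, adjusted p = 5.5e-09). By RT-qPCR the change of ΔCP there was 4.48 ± 0.64 (combined SD of the culture and of glucose, n = 3 each) for lacpB but 0.03 ± 0.45 for lacD. On glucose lacD stood at only 0.73 CPM. The β-galactosidase gene lacE (AN6388) rose by 1.95 (SE 0.16, adjusted p = 7.6e-09), whereas lacA (AN0756) and lacpA had values of −0.16 (SE 0.13, adjusted p = 0.24) and 0.35 (SE 0.14, adjusted p = 0.03). lacpC fell by 1.49 (SE 0.46, adjusted p = 0.007), and without glucose replicate 3 this call was lost (−1.13), as it was under a test against a fold of 2. In all, 5 of 11 β-galactosidase and lactose permease genes rose, 1 fell and 5 did not pass (one-sided Fisher's exact test, p = 0.089, adjusted p = 0.35).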

The *lacpB* and *lacD* genes, and some other putative/known β-galactosidase genes, were upregulated even in the carbon-starved cultures (Table 3 and Table S2), which concurs with elevated β-galactosidase activities detected in all carbon-stressed cultures (Table 1).

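The glycolysis gene pfkA (AN3223, phosphofructokinase) fell by 3.15 (SE 0.080, adjusted p = 2.1e-15) on lactose, 5.96 (SE 0.093, adjusted p = 3.1e-18) on arabinogalactan and 5.54 (SE 0.091, adjusted p = 5.1e-18) under starvation. gpdA (AN8041, glyceraldehyde-3-phosphate dehydrogenase) stood at 9098 ± 307 CPM on glucose, 2590.1 ± 98.0 on lactose and 540.4 ± 12.3 under starvation. Of 15 glycolysis genes 8 fell on lactose, 12 on arabinogalactan and 12 under starvation, and the rest did not pass the test (one-sided Fisher's exact test, p = 2.1e-04, adjusted p = 0.0034; p = 1.5e-07, adjusted p = 1.3e-05; p = 7.1e-07, adjusted p = 3.7e-05). Of 12 genes of the pentose-phosphate shunt 1 fell and 1 rose on lactose, 7 fell and 5 rose on arabinogalactan and 6 fell and 4 rose under starvation; gsdA (AN2981, glucose-6-phosphate dehydrogenase) had 0.31 on lactose and fell by 2.21 (SE 0.066, adjusted p = 6.7e-15) and 1.84 (SE 0.065, adjusted p = 5.2e-14). The shunt genes were over-represented among those that fell on arabinogalactan (Fisher's exact test, p = 0.0014, adjusted p = 0.015; p = 0.13 from camera with an estimated correlation) and under starvation (p = 0.017, adjusted p = 0.1; p = 0.14 from camera with an estimated correlation). For 28 TCA cycle genes, 3 fell on lactose (Fisher's exact test, p = 0.72, adjusted p = 1, and p = 0.026 from camera with an estimated correlation for a downward shift, adjusted p = 0.27), 9 on arabinogalactan (p = 0.037, adjusted p = 0.19) and 11 under starvation (p = 0.012, adjusted p = 0.074). The citrate synthase gene citA (AN8275) had −1.89, −2.64 and −3.51. The p of the TCA cycle on arabinogalactan was 0.32 with scaling by total count, 0.059 with a stricter filter, 0.075 with only the 2 culture types fitted and 0.087 without glucose replicate 1.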

Glycolysis genes were downregulated by carbon stress (Table 3 and Table S2) but the downregulation of oxidative pentose phosphate shunt and TCA cycle genes was observed only in carbon-starved and arabinogalactan-containing cultures, which showed the smallest growth in our experiments (Figure 1B).

Carbon stress significantly influenced cell wall homeostasis (Table 3 and Table S2). 

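Of 35 genes of cell wall synthases, transglycosylases and regulatory proteins, 12 fell and 3 rose on arabinogalactan (one-sided Fisher's exact test, p = 0.0099, adjusted p = 0.067; p = 0.082 from camera with an estimated correlation), and 14 fell and 2 rose under starvation (p = 0.0039, adjusted p = 0.033; p = 0.14 from camera with an estimated correlation). The α-1,3-glucan synthase gene agsB (AN3307) fell by 6.07 (SE 0.079, adjusted p = 6.1e-19) and 6.48 (SE 0.080, adjusted p = 7.3e-19) in these cultures, while agsA (AN5885) rose by 4.98 (SE 0.19, adjusted p = 1.7e-13) and 2.06 (SE 0.19, adjusted p = 3.3e-08). Of 58 cell wall hydrolase genes, 22 rose and 14 fell on arabinogalactan (Fisher's exact test, p = 0.0027, adjusted p = 0.025; p = 0.16 from camera with an estimated correlation), and 28 rose and 16 fell under starvation (p = 2.7e-05, adjusted p = 6.3e-04; p = 0.11 from camera with an estimated correlation). The putative α-1,3-glucanase gene agnC rose on arabinogalactan by 7.18 (SE 0.14, adjusted p = 4.9e-17), and AN4825 by 8.12 (SE 0.14, adjusted p = 6.9e-18) there and 9.33 (SE 0.14, adjusted p = 2.6e-18) under starvation.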

In general, downregulation of synthase, transglycosylase, and regulatory protein genes, as well as upregulation of hydrolase genes, was observed, which concurs with the reduced growth of the cultures (Figure 1B) (Table 3 and Table S2). However, in the case of lactose-containing cultures, which showed the fastest growth out of the three carbon-stressed cultures (Figure 1), the enrichment of the above-mentioned genes in the appropriate gene sets was not significant (Table S2). 

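On lactose 8 of the 35 synthase, transglycosylase and regulatory genes fell, 3 rose and 24 did not pass the test (one-sided Fisher's exact test, p = 0.074, adjusted p = 0.32). crhB (AN4515, a putative transglycosidase) fell by 2.71 (SE 0.050, adjusted p = 4.8e-17), and the values of agsB and of the chitin synthase gene chsF (AN4367) were −0.85 (SE 0.059, adjusted p = 1.1e-09) and −0.46 (SE 0.048, adjusted p = 2.0e-07). With every gene as background the p of these genes was 0.048, with only the 2 culture types fitted 0.047 and under a test against a fold of 2 0.022. Of the hydrolase genes 13 rose on lactose (Fisher's exact test, p = 0.18, adjusted p = 0.6).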

The cell wall hydrolase genes *engA* (endo-1,3-β-glucanase), *chiB* (endochitinase), and *nagA* (N-acetyl-β-glucosaminidase), which have been demonstrated to be important in the utilization of the cell walls of dead cells (autolytic cell wall degradation [2,54]), were upregulated in carbon-starved and arabinogalactan-containing cultures (Table 3, Tables S2 and S5). These upregulations together with the upregulation of AN1427 (putative N-acetylglucosamine transmembrane transporter gene), AN1428 (putative N-acetylglucosamine-6-phosphate deacetylase gene), and AN1418 (putative glucosamine-6-phosphate deaminase gene), as well as of AN2424 (putative N-acetylhexosaminidase) (Table S2), suggest that autolytic cell wall degradation takes place not only in carbon-starved, but also in slow-growing cultures. 

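The endo-1,3-β-glucanase gene engA (AN0472) stood at 154 ± 1.00 CPM on glucose, 1935 ± 250.4 on arabinogalactan and 8718 ± 905 under starvation, log2 fold changes of 3.65 (SE 0.097, adjusted p = 1.4e-15) and 5.82 (SE 0.11, adjusted p = 1.6e-17). The endochitinase gene chiB (AN4871) rose by 6.87 (SE 0.12, adjusted p = 6.9e-18) and 8.20 (SE 0.12, adjusted p = 2.4e-18). By RT-qPCR the changes of chiB in these cultures were much smaller, 1.99 and 1.87, with combined SDs of 0.82 and 0.90. On lactose engA had a value of −0.24 (SE 0.090, adjusted p = 0.023).

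**Figure D4:**
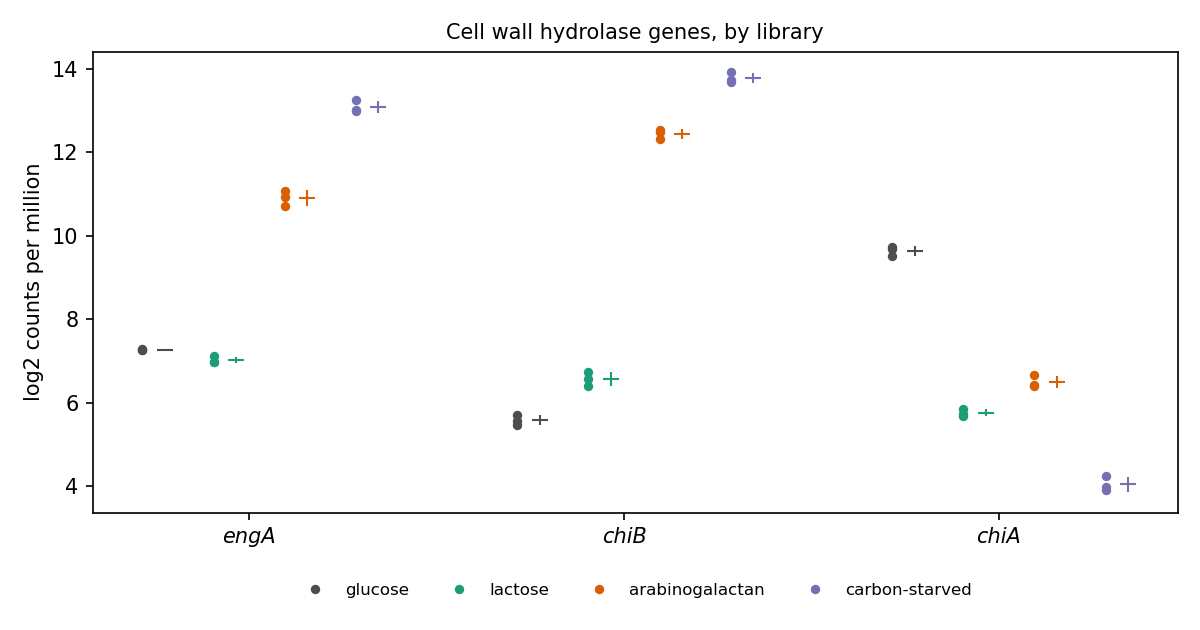
log2 CPM (y axis) of engA, chiB and chiA in the 12 cultures, grouped by carbon source. Points are cultures and ticks the mean ± SD (n = 3). The levels of engA and chiB are high on arabinogalactan and under starvation, and chiA is lower than on glucose in every carbon-stressed culture, lactose included.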

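All 3 N-acetylglucosamine utilization genes rose on arabinogalactan and under starvation and did not pass the test on lactose, where AN1428 (0.82) passed with scaling by total count (1.14). The transporter gene AN1427 rose by 5.00 (SE 0.080, adjusted p = 3.8e-18) on arabinogalactan and 4.74 (SE 0.079, adjusted p = 5.8e-18) under starvation, the deacetylase gene AN1428 by 4.27 (SE 0.11, adjusted p = 1.7e-15) and 4.29 (SE 0.11, adjusted p = 1.5e-15) and the deaminase gene AN1418 by 3.38 (SE 0.10, adjusted p = 6.5e-15) and 3.75 (SE 0.10, adjusted p = 1.7e-15). The N-acetylhexosaminidase gene AN2424 rose by 2.32 (SE 0.091, adjusted p = 2.9e-13) and 2.69 (SE 0.089, adjusted p = 2.5e-14), and on lactose as well, by 2.24 (SE 0.091, adjusted p = 7.8e-13).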

Importantly, transcriptional activation of the cell wall integrity pathway was not observed, supporting the view that the cell wall of only dead cells (the so called “empty hyphae”) was degraded and living cells could protect themselves against these hydrolase activities [42]. 

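None of the 8 cell wall integrity pathway genes passed the edgeR test in any carbon-stressed culture. At an unadjusted p under 0.05 without a fold threshold, 5 of them differed from glucose on lactose, 6 on arabinogalactan and 5 under starvation, and DESeq2 called none of the 8 as well. Such differences were not particular to these genes. Of all 9769 genes tested, 7525, 8045 and 8229 had even an adjusted p under 0.05 in these cultures, without a fold threshold. The median log2 fold change of the 8 was 0.08 on lactose, −0.05 on arabinogalactan and −0.10 under starvation.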

Previously, we found that melanin production can protect cells against chitinases, including the ChiB chitinase [42]. 

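In cultures on lactose, chiB stood at 95.01 ± 11.4 CPM against 48.0 ± 3.85 CPM on glucose, a log2 fold change of 0.98 (SE 0.098, adjusted p = 1.0e-07) that lay just under the fold threshold. It passed the threshold without glucose replicate 3 (1.05), without lactose replicate 3 (1.07), with DESeq2 or DESeq2's size factors in edgeR (1.01 in both), with only the 2 culture types fitted (1.04) and with scaling by total count (1.31). The change of its ΔCP on lactose, computed from the paper's Table S5, was 1.67 ± 0.92 (combined SD of the culture and of glucose, n = 3 each).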

The *chiB* gene was upregulated not only in carbon-starved and arabinogalactan-containing cultures, but also in cultures growing on lactose (Tables S2 and S5). 

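The nonribosomal peptide synthetase-like gene ivoA (AN10576), which acts in conidiophore pigment formation, rose by 1.96 (SE 0.17, adjusted p = 1.8e-08) on lactose, 5.15 (SE 0.13, adjusted p = 1.1e-15) on arabinogalactan and 1.11 (SE 0.19, adjusted p = 4.6e-05) under starvation. Its cluster partner AN10573 rose by 1.87 (SE 0.54, adjusted p = 0.0049), 8.90 (SE 0.22, adjusted p = 7.8e-16) and 5.31 (SE 0.32, adjusted p = 7.7e-11) in the same order, so that both tested genes of the ivo cluster rose in all 3 cultures (one-sided Fisher's exact test, p = 0.029, adjusted p = 0.2 on lactose; p = 0.045, adjusted p = 0.26 on arabinogalactan; p = 0.054, adjusted p = 0.29 under starvation, over 780.0 tests of clusters and gene sets). Without carbon-starved replicate 2 the call of ivoA under starvation was lost (0.98), and under a test against a fold of 2 that call and the one of AN10573 on lactose were lost.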

Not surprisingly, the Ivo cluster, responsible for N-acetyl-6-hydroxytryptophan-type melanin formation, was upregulated (Tables S6 and S3), together with aromatic amino acid metabolism genes (Table 2 and Table S6) in all carbon-stressed cultures. 

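Of the 58 cell wall hydrolase genes, 10 fell in all 3 carbon-stressed cultures and 9 rose in all 3. eglC (AN7950) was one of the former, with −2.00 (SE 0.060, adjusted p = 1.6e-14) on lactose and −3.81 (SE 0.065, adjusted p = 7.4e-18) on arabinogalactan.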

Many cell wall hydrolase genes were downregulated in all three cultures (Table S2). In cultures growing on lactose, cell wall hydrolase genes were even enriched in the downregulated gene set (Table 3 and Table S2). These genes may contribute to the biosynthesis rather than the degradation of the cell wall [49], like the *chiA* gene which was downregulated in all three carbon-stressed cultures (Table S2) and encodes a chitinase involved in cell wall remodeling and maturation during growth [55]. 

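On lactose 13 of the hydrolase genes fell, as many as rose, and 32 did not pass (one-sided Fisher's exact test, p = 0.031, adjusted p = 0.17). For a net shift of the group against all other genes, camera with an estimated correlation gave p = 0.67, in the upward direction. Since as many genes rose as fell, camera cannot judge the over-representation among those that fell.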

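chiA (AN8241) stood at 800.0 ± 63.4 CPM on glucose and at 54.1 ± 3.32, 90.6 ± 9.98 and 16.4 ± 2.03 CPM on lactose, on arabinogalactan and under starvation. It fell by 3.89 (SE 0.091, adjusted p = 8.0e-16), 3.15 (SE 0.088, adjusted p = 3.1e-15) and 5.61 (SE 0.10, adjusted p = 1.6e-17) in the same order.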

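Carbon-starved cultures had 14 hydrolase genes of the cell wall, among them engA, chiB, mutA and agnC, at a higher level than all the others (one-sided Fisher's exact test, p = 1.3e-07, adjusted p = 1.3e-05). Glucose-containing cultures had 10 such genes, among them eglC and chiA (Fisher's exact test, p = 0.041, adjusted p = 0.2). The latter p was 0.069 with only the 2 culture types of each comparison fitted and 0.074 under a test against a fold of 2. Against arabinogalactan, engA was higher under starvation by 2.17 (SE 0.089, adjusted p = 2.3e-12) in log2, and mutA by 4.14 (SE 0.19, adjusted p = 1.2e-11).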

Cell wall hydrolase genes were enriched in the upregulated glucose-specific and carbon-starvation-specific gene sets (Table S2). 

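By definition a gene cannot be highest in both cultures, and the 24 cell wall hydrolase genes highest on glucose or under starvation divide between them. Among the 24 are the mutanase gene mutA (AN7349), at 8486 ± 680.2 CPM under starvation and 3.60 ± 2.11 CPM on glucose, and eglC (AN7950), at 1623 ± 65.5 CPM on lactose.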

The two non-overlapping, upregulated gene sets (Table S2) also demonstrate that cells use different sets of hydrolases for cell wall biosynthesis and for cell wall degradation.

Enrichment of upregulated autophagy-related genes was observed only in the carbon-starved cultures (Table S2), which demonstrates that, like autolytic cell wall degradation, autophagy is also an important process that can provide energy sources in the absence of external nutrients.

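Of 26 autophagy genes, 10 rose and 16 did not pass the test under starvation (one-sided Fisher's exact test, p = 0.061, adjusted p = 0.28). AN2876 rose by 4.09 (SE 0.056, adjusted p = 1.4e-18), AN3734 by 1.79 (SE 0.047, adjusted p = 1.1e-15), AN2076 by 1.72 (SE 0.054, adjusted p = 1.2e-14) and atg11 (AN2887) by 1.36 (SE 0.056, adjusted p = 4.3e-13). Against all other genes, camera with an estimated correlation gave p = 0.0066 for an upward shift, with an adjusted p = 0.27. The Fisher p came under 0.05 with DESeq2 (0.04), with scaling by total count (0.011), with the looser and the stricter filter (0.045 and 0.017), with only the 2 culture types fitted (0.02), with every gene as background (0.029) and without carbon-starved replicate 1 (0.023) or 2 (0.025).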

Carbon stress upregulated extracellular peptidase (protease) genes in all cultures; however, their enrichment in the upregulated gene sets was significant only in carbon-starved and arabinogalactan-utilizing cultures (Table 3 and Table S2). 

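Of 39 extracellular peptidase genes, 15 rose and 6 fell on arabinogalactan (one-sided Fisher's exact test, p = 0.011, adjusted p = 0.07; p = 0.066 from camera with an estimated correlation) and 16 rose and 6 fell under starvation (p = 0.01, adjusted p = 0.069). AN7121 rose by 7.17 (SE 0.11, adjusted p = 2.5e-18) on arabinogalactan and 3.22 (SE 0.14, adjusted p = 1.5e-12) under starvation, and AN7858 by 3.88 (SE 0.14, adjusted p = 1.2e-13) on arabinogalactan, with 0.21 under starvation. pepJ rose by 10.61 (SE 0.35, adjusted p = 2.4e-14) on arabinogalactan, whereas AN2555 fell by 8.11 (SE 0.11, adjusted p = 7.0e-19) there.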

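On lactose 9 extracellular peptidase genes rose, 6 fell and 24 did not pass (one-sided Fisher's exact test, p = 0.21, adjusted p = 0.65). pepJ (AN7962) went from 4.76 ± 4.76 to 292 ± 50.5 CPM, and AN7121 rose by 2.20 (SE 0.16, adjusted p = 2.5e-09). AN2555 fell by 2.75 (SE 0.067, adjusted p = 1.3e-15).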

Even in the lactose-containing culture, 10 putative/known extracellular peptidase genes were upregulated, which was accompanied with high protease activities (Table 1). These data demonstrate that—in cultures used for heterologous protein production—any carbon stress can be unfavorable, due to the supposed intensive proteolytic degradation [56].

Upregulated CAZyme genes were significantly enriched in the carbon-stressed cultures (Table 3, Table 4, Figure S1). Some of them are related to the applied carbon source: e.g., enrichment of the upregulated β-galactosidase genes was observed on both lactose and arabinogalactan, while upregulated arabinofuranosidase and endo-arabinosidase, as well as α-galactosidase genes, were enriched in the upregulated stress-responsive genes of arabinogalactan-containing cultures only (Table 3 and Table S2). 

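Of 286 CAZyme genes, 77 rose on lactose (one-sided Fisher's exact test, p = 1.5e-05, adjusted p = 4.6e-04; p = 0.54 from camera with an estimated correlation), 135 on arabinogalactan (p = 3.2e-23, adjusted p = 6.6e-21; p = 0.1 from camera with an estimated correlation) and 99 under starvation (p = 7.4e-06, adjusted p = 2.4e-04; p = 0.5 from camera with an estimated correlation). In these cultures 46, 51 and 56 CAZyme genes fell. Among the highest on arabinogalactan, the xylanase gene xlnA (AN3613) rose by 10.87 (SE 0.19, adjusted p = 7.5e-18), faeC (AN5267, feruloyl esterase) by 10.21 (SE 0.15, adjusted p = 1.7e-18) and pelB (AN2569, pectin lyase) by 9.41 (SE 0.17, adjusted p = 2.0e-17). Under starvation xlnA rose by 4.39 (SE 0.21, adjusted p = 3.1e-12), and pelB had a value of 0.33 (SE 0.48, adjusted p = 0.53).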

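On lactose 5 of 7 CAZyme β-galactosidase genes rose (one-sided Fisher's exact test, p = 0.0022, adjusted p = 0.021; p = 0.1 from camera with an estimated correlation), and on arabinogalactan 6 (p = 5.2e-04, adjusted p = 0.0061; p = 0.068 from camera with an estimated correlation). Of 6 α-galactosidase genes 5 rose on lactose (Fisher's exact test, p = 7.5e-04, adjusted p = 0.008; p = 0.23 from camera with an estimated correlation) and 5 on arabinogalactan (p = 0.0021, adjusted p = 0.021; p = 0.34 from camera with an estimated correlation). aglG (AN9035) rose by 6.19 (SE 0.14, adjusted p = 7.1e-16) and 4.34 (SE 0.17, adjusted p = 2.0e-13), and aglB (AN7624) fell by 2.69 (SE 0.065, adjusted p = 4.1e-16) on arabinogalactan. Of 12 arabinofuranosidase and endo-arabinosidase genes 9 rose on arabinogalactan (Fisher's exact test, p = 1.0e-04, adjusted p = 0.002; p = 0.16 from camera with an estimated correlation), with abnC at 5.38 (SE 0.084, adjusted p = 2.8e-18) and axhA (AN7908) at 10.21 (SE 0.19, adjusted p = 2.2e-17), and 5 on lactose (p = 0.04, adjusted p = 0.2; p = 0.71 from camera with an estimated correlation). The last of these calls was lost without glucose replicate 1 (Fisher's exact test, p = 0.38), 2 (0.17) or 3 (0.17), without lactose replicate 1 (0.16), 2 (0.052) or 3 (0.17), without carbon-starved replicate 1 (0.056), 2 (0.056) or 3 (0.057) and without arabinogalactan replicate 1 (0.057), as well as with DESeq2 (0.061), with scaling by total count (0.11), without the count filter (0.061), with only the 2 culture types fitted (0.13) and under a test against a fold of 2 (0.22).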

Upregulation of AN9166 (putative exo-1,6-galactanase [57]) was also observed only on arabinogalactan (Table S2). However, many upregulated CAZyme genes were (putatively) involved in the utilization of carbohydrates that had not been added to the media: Upregulated β-1,4-endoglucanase/cellulase, β-glucosidase, cellobiohydrolase—cellobiosidase genes were enriched on arabinogalactan, while upregulated xylosidase and rhamnogalacturonan utilization genes were enriched in all three carbon-stressed cultures (Table 3, Table 4, and Table S2). 

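AN9166 reached 64.6 ± 5.60 CPM on arabinogalactan from 5.25 ± 0.681 CPM on glucose, a log2 fold change of 3.62 (SE 0.10, adjusted p = 3.9e-15). Its values on lactose and under starvation, 0.65 (SE 0.13, adjusted p = 2.0e-04) and 0.84 (SE 0.12, adjusted p = 8.6e-06), did not pass the fold threshold; the latter passed with scaling by total count (1.05). It was higher on arabinogalactan than on lactose by 2.97 (SE 0.092, adjusted p = 3.8e-14) and than under starvation by 2.78 (SE 0.090, adjusted p = 1.1e-13).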

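On arabinogalactan 7 of 13 β-1,4-endoglucanase genes rose (one-sided Fisher's exact test, p = 0.0099, adjusted p = 0.067; p = 0.74 from camera with an estimated correlation), 7 of 11 β-glucosidase genes (p = 0.0028, adjusted p = 0.025; p = 0.082 from camera with an estimated correlation) and 4 of 5 cellobiosidase and cellobiose dehydrogenase genes (p = 0.0084, adjusted p = 0.062; p = 0.24 from camera with an estimated correlation). eglB rose there by 6.74 (SE 0.14, adjusted p = 5.1e-17), bglL by 8.69 (SE 0.15, adjusted p = 1.1e-17) and cbhA (AN5176, cellobiohydrolase) by 4.99 (SE 0.20, adjusted p = 2.8e-13). Of 12 xylosidase genes 9 rose on lactose (Fisher's exact test, p = 1.6e-05, adjusted p = 4.6e-04; p = 0.065 from camera with an estimated correlation), 11 on arabinogalactan (p = 3.8e-07, adjusted p = 2.3e-05) and 7 under starvation (p = 0.0095, adjusted p = 0.067; p = 0.3 from camera with an estimated correlation); bxlD (AN7864) rose by 4.13, 8.43 and 4.46. Of 12 rhamnogalacturonan degradation genes 8 rose on lactose (Fisher's exact test, p = 1.8e-04, adjusted p = 0.0031; p = 0.051 from camera with an estimated correlation), 11 on arabinogalactan (p = 3.8e-07, adjusted p = 2.3e-05) and 10 under starvation (p = 1.9e-05, adjusted p = 5.0e-04; p = 0.072 from camera with an estimated correlation); rglA (AN7135, rhamnogalacturonan lyase) rose by 2.47, 3.34 and 2.44. With only genes of at least 10.0 CPM in 3 samples kept, the p of the endoglucanases was 0.073 and that of rhamnogalacturonan degradation under starvation 0.065.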

The upregulated culture-specific gene sets contained several CAZyme genes in each of the four culture types (Table 4 and Table S2 and Figure S1). The most CAZyme genes (65 genes) were observed in arabinogalactan-containing cultures, surprisingly followed by glucose-rich cultures (29 genes), then by carbon-starved cultures (16 genes), and lastly by lactose-containing cultures (6 genes) (Table 4 and Table S2 and Figure S1). 

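Higher than in all other cultures were 61 CAZyme genes on arabinogalactan, 28 on glucose, 14 under starvation and 5 on lactose. On arabinogalactan manE (AN7413, mannanase) stood at 111 ± 30.6 CPM against 0.179 ± 0.167 CPM on glucose and 3.30 ± 0.610 CPM under starvation. On lactose the 5 were lacD, aglC, aglE, aglG and xlnD; aglC (AN8138) rose by 4.71 (SE 0.21, adjusted p = 2.7e-12) and aglE (AN8392) by 4.17 (SE 0.15, adjusted p = 1.5e-13). Under starvation agdC (AN7345, α-glucosidase) rose by 5.35 (SE 0.19, adjusted p = 7.1e-14).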

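Arabinogalactan-specific genes included 8 of 12 xylosidase genes (one-sided Fisher's exact test, p = 5.6e-10, adjusted p = 7.9e-08), 6 of 12 arabinofuranosidase and endo-arabinosidase genes (p = 9.6e-07, adjusted p = 4.5e-05) and 5 of 13 β-1,4-endoglucanase genes (p = 3.9e-05, adjusted p = 8.6e-04). They also included 4 of 17 mannan degradation genes (Fisher's exact test, p = 0.002, adjusted p = 0.02) and 3 of 5 xylanase genes (p = 3.4e-04, adjusted p = 0.0047). AN7230 rose by 7.41 (SE 0.11, adjusted p = 1.8e-18), AN7781 by 3.54 (SE 0.17, adjusted p = 4.3e-12) and the xylanase gene xlnC (AN1818) by 6.43 (SE 0.14, adjusted p = 1.3e-16).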

Enrichment of genes belonging to many CAZyme subcategories was observed with arabinogalactan-containing cultures (Table 4 and Table S2 and Figure S1). No enrichment was found with the carbon-starved cultures, suggesting that the CAZyme genes upregulated specifically in these cultures are distributed among several CAZyme subcategories (Table 3 and Table S2). 

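The 14 CAZyme genes specific to the carbon-starved cultures were 4.90% of the CAZyme genes tested (one-sided Fisher's exact test, p = 0.37, adjusted p = 0.93). agdC stood at 969 ± 46.0 CPM there and 82.5 ± 28.8 CPM on arabinogalactan, and AN2395 was 1.43 higher in log2 under starvation than on arabinogalactan. Among the β-1,4-endoglucanases 1 of 13 was starvation-specific (Fisher's exact test, p = 0.44, adjusted p = 1), and among the galacturonan degradation genes 2 of 21 (p = 0.23, adjusted p = 0.68).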

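Of the 6 α-galactosidase genes, aglC, aglE and aglG were higher on lactose than in all other cultures (one-sided Fisher's exact test, p = 3.8e-04, adjusted p = 0.0049). aglG (AN9035) stood at 93.6 ± 4.39 CPM on lactose, 26.1 ± 3.85 on arabinogalactan and 0.784 ± 0.166 under starvation. Of 7 β-galactosidase genes, 1 was lactose-specific (Fisher's exact test, p = 0.18, adjusted p = 0.59).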

Interestingly, in lactose-containing cultures only α-galactosidase, but not the β-galactosidase genes, showed enrichment. 

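lacD was higher on lactose than on arabinogalactan by 1.19 (SE 0.083, adjusted p = 1.7e-09) and than under starvation by 7.84 (SE 0.12, adjusted p = 9.2e-18). For lacA the first of these differences was −0.63 (SE 0.092, adjusted p = 1.4e-05), and for lacE 0.09 (SE 0.13, adjusted p = 0.54). lacF was higher on arabinogalactan than on lactose by 1.43 (SE 0.11, adjusted p = 3.6e-09).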

In fact, out of the β-galactosidase genes, only *lacD,* encoding the β-galactosidase, which is essential for lactose utilization, showed significantly higher transcriptional activity on lactose than in all the other cultures (Tables S2 and S5). Glucose-rich cultures were characterized by the enrichment of β-1,4-endoglucanase/cellulase genes (Table 4 and Table S2 and Figure S1).

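Of 13 β-1,4-endoglucanase genes, 4 were higher on glucose than in all other cultures (one-sided Fisher's exact test, p = 0.027, adjusted p = 0.15). AN7891 stood at 85.1 ± 4.68 CPM on glucose and 4.08 ± 0.926 CPM on lactose, and AN8068 at 179 ± 6.06 and 19.3 ± 1.74 CPM. The p was 0.056 with scaling by total count and 0.072 under a test against a fold of 2.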

Transcription factor genes were enriched in the upregulated gene sets of carbon-stressed cultures and in the downregulated glucose-specific gene set (Table S2 and Figure 3). 

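Of 361 transcription factor genes, 79 rose and 34 fell on lactose (one-sided Fisher's exact test, p = 0.0097, adjusted p = 0.067; p = 0.14 from camera with an estimated correlation), 102 rose and 38 fell on arabinogalactan (p = 8.1e-04, adjusted p = 0.0085; p = 0.21 from camera with an estimated correlation) and 103 rose and 35 fell under starvation (p = 0.011, adjusted p = 0.071; p = 0.28 from camera with an estimated correlation). In all 3 cultures 53 rose, among them AN6747 with 5.10 (SE 0.34, adjusted p = 5.9e-10) on lactose and 6.85 (SE 0.29, adjusted p = 8.7e-13) on arabinogalactan and AN9458 with 4.92 (SE 0.18, adjusted p = 1.3e-13) under starvation. Those 53 are the factors lowest on glucose (Fisher's exact test, p = 0.06, adjusted p = 0.28), a p that came under 0.05 with DESeq2 (0.026), with scaling by total count (0.01), without the count filter (0.023), with every gene as background (0.014) and without carbon-starved replicate 2 (0.034).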

Besides the upregulation of *galR* and *galX* on lactose and *araR* on carbon-starved and arabinogalactan-containing cultures, upregulation of *clrA* responsible for the regulation of cellulase and xylanase production [58], *rhaR* responsible for rhamnose utilization [59], and *brlA* and *xprG* responsible for extracellular peptidase and fungal cell wall hydrolase production [2,54,60] in carbon-stressed cultures are notable (Tables S2 and S5). 

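clrA (AN5808) rose by 1.61 (SE 0.064, adjusted p = 5.9e-13) on lactose, 2.13 (SE 0.063, adjusted p = 6.7e-15) on arabinogalactan and 1.52 (SE 0.064, adjusted p = 6.2e-13) under starvation, and rhaR (AN5673) by 1.28 (SE 0.12, adjusted p = 3.2e-08), 1.81 (SE 0.12, adjusted p = 2.1e-10) and 1.46 (SE 0.12, adjusted p = 3.5e-09). brlA (AN0973), the regulator of conidiophore development, reached 347 ± 31.8 CPM on arabinogalactan from 6.33 ± 1.75 on glucose, and rose by 2.88 (SE 0.13, adjusted p = 2.1e-12) on lactose and 5.39 (SE 0.12, adjusted p = 1.3e-16) under starvation. xprG (AN1414) rose by 1.89 (SE 0.048, adjusted p = 7.7e-16) under starvation, and on lactose and arabinogalactan passed the fold threshold narrowly at 1.12 (SE 0.047, adjusted p = 1.4e-12) and 1.09 (SE 0.048, adjusted p = 1.1e-12).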

Many upregulated peptidase, CAZyme, and cell wall genes encode (putative) extracellular enzymes. Accordingly, the gene of HacA [61] transcription factor, responsible for unfolded protein stress response (endoplasmic reticulum stress), was upregulated by carbon stress (Tables S2 and S5).

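hacA (AN9397) rose by 2.20 (SE 0.14, adjusted p = 1.1e-10) under starvation and by 1.08 (SE 0.13, adjusted p = 9.8e-07) on arabinogalactan, and on lactose its value of 0.72 (SE 0.13, adjusted p = 1.1e-04) did not pass the fold threshold, which it passed with scaling by total count (1.04). Without arabinogalactan replicate 2 the call on arabinogalactan was lost (0.91), as it was under a test against a fold of 2. The level of hacA was 342 ± 18.7 CPM on glucose and 1572 ± 279 CPM under starvation.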

Since secondary metabolism highly depends on the available carbon source [62], we also evaluated the transcriptional behavior of secondary metabolite cluster genes. These genes were enriched in both the upregulated and the downregulated gene sets of all three carbon-stressed cultures (Table 2 and Table S6). 

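Of the 377 tested genes of secondary metabolite clusters, 72 fell and a larger number rose on lactose (one-sided Fisher's exact test, p = 3.5e-04 and p = 1.1e-26), 153 rose and 86 fell on arabinogalactan (p = 3.3e-18 and p = 0.0018) and 169 rose and 92 fell under starvation (p = 5.4e-21 and p = 0.0088). These p treat the 377 genes as independent, although genes of a cluster may vary together. AN10044 rose by 8.77 (SE 0.26, adjusted p = 1.5e-14) on lactose, AN8513 by 9.33 (SE 0.22, adjusted p = 2.7e-16) on arabinogalactan and AN2623, of the penicillin cluster, by 4.20 (SE 0.15, adjusted p = 6.0e-14) under starvation, while AN2037 fell by 7.15 (SE 0.13, adjusted p = 9.6e-18) there.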

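Of the 377 cluster genes, 52 were higher on glucose than in all other cultures (one-sided Fisher's exact test, p = 0.0027), 40.0 on lactose (p = 1.0e-13), 22 on arabinogalactan (p = 0.0067) and 31 under starvation (p = 4.9e-04). AN7999 was lactose-specific, at 279 ± 48.0 CPM against 3.72 ± 0.540 CPM on glucose, and 12 of 12 monodictyphenone cluster genes rose there, of which 10 were higher on lactose than on arabinogalactan (Fisher's exact test, p = 1.0e-08, adjusted p = 9.9e-07 over the tests of clusters) and 8 than under starvation (p = 1.3e-05, adjusted p = 5.4e-04). All 5 emericellamide cluster genes rose on arabinogalactan (Fisher's exact test, p = 4.3e-04, adjusted p = 0.0077), with AN2547 at 2.56 (SE 0.16, adjusted p = 1.4e-10).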

All four cultures had a characteristic set of secondary metabolite cluster genes that showed the highest activity in that culture (Table S6). The upregulated and downregulated clusters showed a similar pattern. The most important clusters upregulated by carbon stress are listed in Table 5. Among them, upregulation of the sterigmatocystin cluster is notable, since all the 26 cluster genes showed upregulation in the three carbon-stressed cultures, and the formation of this mycotoxin was also demonstrated in these cultures with TLC (Figure 4). 

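All 26 sterigmatocystin cluster genes rose on lactose, on arabinogalactan and under starvation (one-sided Fisher's exact test, p = 9.5e-21, adjusted p = 3.7e-18; p = 2.9e-18, adjusted p = 5.6e-16; p = 3.3e-17, adjusted p = 5.1e-15). stcN (AN7812) stood at 0.836 ± 1.02 CPM on glucose and at 1505 ± 64.6, 2033 ± 45.3 and 309 ± 17.7 CPM in these cultures. AN7810 rose by 10.75 (SE 0.19, adjusted p = 3.0e-17), 11.46 (SE 0.19, adjusted p = 5.5e-18) and 8.97 (SE 0.20, adjusted p = 1.7e-16). The 5 terriquinone cluster genes also rose in each culture. Fisher's test treats the genes of a cluster as independent, and no test that allows for their varying together was run on clusters.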

Clusters characteristically upregulated or downregulated in a culture are summarized in Table S3. It is notable that although the highest number of downregulated clusters was observed on glucose, there were clusters (Microperfuranone cluster, Pkh cluster, and AN3273 cluster) that showed upregulation relative to all the other cultures under this condition (Table 5 and Table S3).

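Of the 5 tested pkh cluster genes all fell in each carbon-stressed culture (one-sided Fisher's exact test, p = 3.6e-05, adjusted p = 0.0012 on lactose), AN2037 among them with −4.20 (SE 0.092, adjusted p = 3.3e-16) on lactose and −7.39 (SE 0.13, adjusted p = 1.4e-17) on arabinogalactan. Microperfuranone cluster genes fell in 2 of 3 cases on lactose and in all 3 on arabinogalactan and under starvation (Fisher's exact test, p = 0.046, adjusted p = 0.26; p = 0.0049, adjusted p = 0.052; p = 0.0073, adjusted p = 0.072); AN3396 fell by 1.91 (SE 0.069, adjusted p = 1.8e-13), 4.20 (SE 0.085, adjusted p = 5.7e-17) and 5.31 (SE 0.093, adjusted p = 1.0e-17). Of the 15 tested genes of the AN3273 cluster 8, 8 and 10.0 fell (Fisher's exact test, p = 2.1e-04, adjusted p = 0.0046; p = 0.0014, adjusted p = 0.02; p = 8.6e-05, adjusted p = 0.0025), AN3282 by 2.23, 4.31 and 4.41. The aspyridone and aspercryptin clusters were over-represented among the genes that fell in each of the 3 cultures as well (one-sided Fisher's exact test under starvation, p = 0.015, adjusted p = 0.12 and p = 0.017, adjusted p = 0.13).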

## 4. Discussion

We studied the behavior of four *A. nidulans* cultures differing from one another in the available carbon/energy source. These cultures contained either glucose (as an easily utilizable monosaccharide), or lactose (as a disaccharide, allowing slower growth than glucose does), or arabinogalactan (as a complex polysaccharide providing only slow growth), or did not contain any carbon sources (Figure 1). Since extracellular proteins are accumulated in the fermentation broth, their detectability highly depends on the biomass/culture volume ratio as well as on the duration of accumulation. Moreover, extracellular proteins can persist in the fermentation broth for generations after the transcription of their genes is downregulated, e.g., proteins secreted during the early stress response when both carbon-starved and carbon-limited cultures are starving can remain in the fermentation broth until the late stress response when their production may be downregulated. In order to avoid these limitations, we used a transcriptome-based approach. Nevertheless, we have to keep in mind that changes in the transcription of a gene do not necessarily cause changes in the abundance of the corresponding protein. For example, the aim of a transcriptional upregulation can be to stabilize the protein level, to reduce its fast decrease [63], or simply to prepare for its fast synthesis when (and if) it becomes advantageous.

### 4.1. Carbon-Starved Cultures Produce Many Different “Scouting” Enzymes

Utilization of extracellular polysaccharides is challenging for microbes because they have to identify the polysaccharides present in the environment in order to secrete the appropriate enzyme or enzyme mix for their efficient degradation. This problem is generally solved by secretion of “scouting” enzymes [22,23,24]. These are “ordinary” CAZymes, which do not completely degrade a polymer, but liberate some oligomers/monomers in a cost-efficient manner. These latter compounds (“regulatory molecules”) are recognized by cells, resulting in increased production of all the enzymes needed for the complete and efficient degradation of the polymer [22,23,24].

In our carbon-starved cultures, many CAZyme genes (107 genes) were upregulated relative to glucose-rich cultures. However, only 16 of them were culture specific, i.e., showed higher transcriptional activity in the studied culture than in the other cultures (Table 4 and Table S2 and Figure S1). The CAZyme subgroups studied were not enriched in the upregulated carbon-starvation-specific gene set and most of them were not enriched in the upregulated carbon-starvation-stress gene set, either (Table 3, Table 4 and Table S2). These properties concur well with the “secretion of scouting enzymes” strategy: *A. nidulans*, like *A. niger* [24], secreted several enzymes simultaneously during starvation to search for alternative carbon sources, but did not upregulate complete gene sets needed for the utilization of a polysaccharide.

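Under carbon starvation 25 of 50 genes rose, 7 fell and 18 did not pass the test among those for galacturonan degradation, arabinofuranosidases and endo-arabinosidases, xylanases and xylosidases, with esterases and other further xylan-degrading enzymes not counted. pgxB (AN8891, exopolygalacturonase) rose by 3.23 (SE 0.14, adjusted p = 9.1e-13) and axhA (AN7908, arabinofuranosidase) by 4.15 (SE 0.39, adjusted p = 3.5e-08). urhC (AN9383) is one of the rhamnogalacturonan genes that rose, by 2.69 (SE 0.16, adjusted p = 8.9e-11). Of 29 endoglucanase, β-glucosidase, cellobiosidase and cellobiose dehydrogenase genes 7 rose and 7 fell, with bglH (AN3903) at 3.99 (SE 0.12, adjusted p = 5.6e-15) and cbhA (AN5176) at 0.63 (SE 0.29, adjusted p = 0.054). Galacturonan degradation genes alone rose in 11 of 21 cases (one-sided Fisher's exact test, p = 0.0036, adjusted p = 0.031; p = 0.2 from camera with an estimated correlation), and with only genes of at least 10.0 CPM in 3 samples the first p was 0.18.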

Interestingly, many of the rhamnoglacturonan degradation genes (12 out of the 16 genes) and almost half of the galacturonan, arabinan, and xylan degradation genes (altogether 25 out of the 54 genes) behaved as scouting enzyme genes (showing upregulation in these cultures), while cellulose degradation genes did not (Table S2, Table 3 and Table 4). Unlike cellulose, the non-cellulosic components of the plant cell wall are quite variable; therefore, their recognition may need several different enzymes. After recognition, however, their efficient degradation may be less problematic than that of cellulose with a partially crystalline structure. This may explain the high ratio of scouting enzyme genes in these groups.

In carbon-starved cultures, utilization of stored compounds (e.g., glycogen or even glutathione [27]), autophagy, and autolytic cell wall degradation (Table 3 and Table S2) [2,42] can provide energy sources. Besides the detection of potential carbon sources, autolytic cell wall degradation also needs intensive production of extracellular enzymes. Not surprisingly, early carbon stress response upregulated a set of ribosome biogenesis genes and ER-specific processes (such as ER to Golgi vesicle transport, protein glycosylation, or ER stress response) [42]. Even in the late stress response studied here, the transcription of *hacA* encoding a transcription factor regulating ER stress response [61] was still upregulated (Tables S2 and S5). Hence, adaptation to carbon stress seems to rely heavily on adapting the behavior of ER. Manipulation of ER activity can lead not only to improved secretion of an enzyme but can also lead to faster adaptation to the applied CAZyme-producing conditions in the fermentation industry. Secreted enzymes and adaptation to carbon stress are both important during fungal infections [8,9,64], which calls attention to antifungal strategies based on disturbing ER activity of the fungus.

### 4.2. Adaptive Prediction Can Be Important in the Regulation of CAZyme Genes on Arabinogalactan

“Adaptive prediction” is a phenomenon commonly used to explain “stress cross protection” in stress biology [25,26]. It means that under stress, cells upregulate stress response elements to cope with the actual stressor and also other elements to prepare for the most likely subsequent stresses. As a consequence, one stressor can increase the tolerance against another stressor. Plant cell wall polysaccharides rarely occur in isolation in the natural habitats of fungi: the presence of one type increases the probability of other types also occurring there. Therefore, it is reasonable to assume that the regulatory molecules formed during the degradation of one type of polysaccharide will upregulate CAZyme genes needed for the recognition and/or the degradation of other possibly co-occurring polymers as well (“cross-upregulation”).

The arabinogalactan used in our study consists of a β-1,3-D-galactopyranosyl polymer as a backbone with side-chains including α-L-arabinofuranosyl (at C6), β-1,6-L-galactobiosyl (at C4 or C6), and 4-O-(α-L-arabinofuranosyl)-β-D-galactopyranosyl (at C6) units (https://www.megazyme.com/arabinogalactan-larch-wood; 10 December 2021). Not surprisingly, several genes encoding enzymes potentially involved in the degradation of this polymer were upregulated, including galactosidase and arabinofuranosidase genes (Table 3, Table 4 and Table S2). Interestingly, the genome of *A. nidulans* does not encode any orthologue of *A. flavus* Af3G β-1,3-endogalactanase [65]. We only observed upregulation of AN9166 (a putative exo-1,6-galactanase gene), but not of *galA* (β-1,4-endogalactanase) (Table S2). 

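The β-1,4-endogalactanase gene galA (AN5727) stood at 13.7 ± 0.522 CPM on arabinogalactan and 10.1 ± 1.01 CPM on glucose, a log2 fold change of 0.44 (SE 0.11, adjusted p = 0.002). On lactose and under starvation its values were 0.09 and 0.22, and none of the 3 passed the test.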

Galactose and arabinose were most likely utilized via the D-galactose oxidoreductive pathway and the overlapping pentose catabolism pathway [53], respectively (Table S2). 

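On arabinogalactan 3 of the 26 autophagy genes rose and 23 did not pass (one-sided Fisher's exact test, p = 0.94, adjusted p = 1; p = 0.027 from camera with an estimated correlation, adjusted p = 0.27). AN2876 rose by 3.23 (SE 0.057, adjusted p = 1.0e-17) there, and atg11 (AN2887) had 0.67 (SE 0.057, adjusted p = 8.9e-09). AN2876 was 0.86 higher in log2 under starvation than on arabinogalactan (adjusted p = 4.2e-11). chiB stood at 5614 ± 465 CPM on arabinogalactan and 14137 ± 1186 under starvation.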

Growing on arabinogalactan did not upregulate autophagy genes, suggesting that energy production shifted towards the utilization of arabinogalactan components; however, the transcription of genes involved in autolytic cell wall degradation (e.g., *chiB*, *engA*, *nagA*) was still high (Table S2). Interestingly, arabinogalactan-containing cultures showed bulk upregulation of genes involved in, or putatively involved in, xylan, galacturonan, rhamnogalacturonan, or cellulose utilization as well (Table 3, Table 4 and Table S2). This upregulation cannot be explained by the “secretion of scouting enzymes” strategy: Many of the upregulated genes showed significantly higher transcriptional activity on arabinogalactan than in all the other cultures, and in many subgroups (α-glucosidases, β-glucosidases, β-1,4-endoglucanases, cellobiohydrolase—cellobiose dehydrogenases) more genes showed upregulation on arabinogalactan than in carbon-starved cultures (Table 4 and Table S2 and Figure S1). This property of arabinogalactan-containing cultures could be explained by postulating a cross-upregulation effect of some of the regulatory molecules liberated from arabinogalactan. 

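Of 86 genes for xylan, galacturonan, rhamnogalacturonan or cellulose utilization, 61 rose, 8 fell and 17 did not pass the test on arabinogalactan, against 39 that rose on lactose and 42 under starvation. The endoglucanase gene AN3860 reached 825 ± 51.8 CPM there from 8.22 ± 0.487 CPM on glucose, and the galacturonan-related gene plyF (AN6106) rose by 2.82 (SE 0.10, adjusted p = 7.5e-14). Galacturonan degradation genes rose in 12 of 21 cases (one-sided Fisher's exact test, p = 3.5e-04, adjusted p = 0.0047; p = 0.08 from camera with an estimated correlation) and xylanase genes in 4 of 5 (p = 0.0084, adjusted p = 0.062; p = 0.24 from camera with an estimated correlation). The p of the xylanases was 0.057 with DESeq2, 0.062 with only the 2 culture types fitted, 0.066 without glucose replicate 1, 0.067 without glucose replicate 2, 0.067 without arabinogalactan replicate 1 and 0.066 without arabinogalactan replicate 3.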

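Of those 86 genes, 34 (39.5%) were higher on arabinogalactan than in all other cultures. xlnA was higher on arabinogalactan than under starvation by 6.48 (SE 0.14, adjusted p = 5.5e-16), pelB by 9.07 (SE 0.16, adjusted p = 9.6e-17) and eglB by 5.96 (SE 0.12, adjusted p = 3.7e-16). α-Glucosidase genes rose in 4 of 8 cases on arabinogalactan and 1 of 8 under starvation, β-glucosidases in 7 and 5 of 11, and β-1,4-endoglucanases in 7 and 2 of 13. The paper concludes that the secretion of scouting enzymes does not account for the rise. It argues that many genes were more active on arabinogalactan than anywhere else. It adds that, in many subgroups, more genes rose there than under starvation. The count of genes that rose was not compared between the cultures by a test beyond the call of each gene against all other cultures.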

Similar cross-upregulation between some CAZyme groups has already been documented: Production of certain cellulolytic enzymes is induced in the presence of xylose in *A. niger* [66], or on arabitol and xylans in *Trichoderma reesei* [67]. Moreover, since lactose as a β-galactoside disaccharide is structurally more similar to the oligomers formed during the degradation of galactose-containing polysaccharides than to those released during cellulose degradation, the induction of cellulases by lactose in *T. reesei* [68] and in *Acremonium cellulolyticus* [69] can also be the consequence of cross-upregulation.

### 4.3. High Lactose Concentration May Activate Strategies to Control the Cheaters

Extracellular degradation of polysaccharides leads to formation of public goods, i.e., extracellular mono- and oligosaccharides freely available for any cells in the vicinity. Since cheaters use public goods but—by definition—do not invest in enzyme secretion, they can easily increase in population [14]. The successful management of this problem is complex. Different mechanisms, including the use of cell-surface-attached enzymes to limit the diffusion of the liberated compounds away, improved uptake of the liberated nutrients, or development of spatial structures to separate enzyme producers from cheaters can be used [14]. Extracellular degradation of biopolymers is commonly controlled by feedback inhibition and repression [4,70]. These negative feedback regulatory mechanisms, together with the quick utilization of the liberated molecules, control the size of public goods and limit the amount of liberated compounds diffused away from enzyme producers. Hence, negative feedback regulation can play an important role in the restriction of cheaters.

Free lactose is rare in nature (commonly occurring in the milk of mammals); however, both the β-galactoside linkage (e.g., in xyloglucans, rhamnogalacturonans, and arabinogalactan-proteins) and α-galactoside linkage (e.g., in galactomannans, galactoglucomannans, and extensins) are common in plant cell wall saccharides [11]. Galactose is also part of the galactomannan (as galactofuran side-chains) and galactosaminogalactan (as α-1-4-linked galactose and N-acetylgalactosamine residues) components of the fungal cell wall [71]. Not surprisingly, the genome of *A. nidulans*, similarly to those of many other fungi, contains several α- and β-galactosidase as well as a few galactanase genes (AspGD; Table S2) to hydrolyze these polysaccharides and/or the oligo- and disaccharides liberated during their degradation.

Lactose-containing cultures were characterized by the upregulation of genes directly involved in lactose utilization, such as *lacD* β-galactosidase, *lacpA,* and *lacpB* lactose permeases [45,46], as well as the D-galactose oxidoreductive pathway [53] (Table S2). Only 81 CAZyme genes were upregulated on lactose, and all but one of them were also upregulated either on arabinogalactan and/or during carbon starvation (Table 4 and Table S2 and Figure S1). 

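Of the 77 CAZyme genes that rose on lactose, 76 (98.7%) also rose on arabinogalactan or under starvation, and AN3200 alone did not. axhA rose by 5.92 (SE 0.29, adjusted p = 1.1e-11) on lactose and faeC by 5.65 (SE 0.19, adjusted p = 5.8e-14).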

Cells growing on lactose upregulated fewer extracellular peptidase and (fungal) cell wall hydrolase genes than in the two other carbon-stressed cultures (Table S2). 

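lacA (AN0756) rose by 1.55 (SE 0.11, adjusted p = 1.3e-09) on lactose and lacE (AN6388) by 1.88 (SE 0.17, adjusted p = 2.0e-08). lacF (AN2463) rose by 1.02 (SE 0.12, adjusted p = 6.3e-07), narrowly, and its call was lost without glucose replicate 1 (0.96) and without lactose replicate 1 (0.87). Among the α-galactosidase genes aglC (AN8138) reached 63.4 ± 16.7 CPM from 2.40 ± 0.371 CPM on glucose, and aglB (AN7624) had −0.98 (SE 0.058, adjusted p = 1.0e-10), which passed downward without glucose replicate 3 (−1.01) and without lactose replicate 3 (−1.03).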

Interestingly β-galactosidase genes other than *lacD* were also upregulated on lactose; moreover, several α-galactosidase genes were also upregulated (Table 4 and Table S2 and Figure S1). Among the encoded enzymes, LacA is known to hydrolyze lactose but also hydrolyze the terminal β-1,3 and β-1,4 galactofuranosyl residue from oligosaccharides [72]. The *lacA* gene, unlike *lacD*, encodes an N-terminal signal peptide sequence suggesting extracellular use of the enzyme (AspGD). Most likely, the majority of the upregulated galactosidase genes are involved in the utilization of galactose-containing compounds other than lactose. Among the genes playing a role in the degradation of galactose-containing polymers (xyloglucan and rhamnogalacturonan degradation genes as well as galactanase, arabinofuranosidase, and endo-arabinosidase genes), fewer were upregulated on lactose than in the two other carbon-stressed cultures (Table 4 and Table S2 and Figure S11). 

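In the groups for galactose-containing polymers, 14 of 29 genes rose on lactose, 23 on arabinogalactan and 17 under starvation, and 3, 2 and 4 fell. urhA (AN3196) rose by 2.91 (SE 0.16, adjusted p = 5.2e-11) on lactose and 1.91 (SE 0.18, adjusted p = 3.1e-08) on arabinogalactan, and urhC by 2.59 (SE 0.16, adjusted p = 2.8e-10) and 3.34 (SE 0.16, adjusted p = 3.0e-12). No test compared these counts between the cultures.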

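On lactose 11 of 29 endoglucanase, β-glucosidase, cellobiosidase and cellobiose dehydrogenase genes rose, on arabinogalactan 18 and under starvation 7. bglG (AN5976, β-glucosidase) rose by 2.40 (SE 0.25, adjusted p = 1.6e-07), 4.82 (SE 0.19, adjusted p = 3.5e-13) and 3.16 (SE 0.23, adjusted p = 8.8e-10) in these cultures, cbhD (AN1273) by 1.82 (SE 0.13, adjusted p = 9.5e-10) on lactose and 3.24 (SE 0.12, adjusted p = 1.3e-13) on arabinogalactan, with 0.55 (SE 0.14, adjusted p = 0.0017) under starvation. The 3 counts of genes were not compared by a test.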

The number of upregulated genes related to the degradation of compounds not containing galactose (β-1,4-endoglucanase, β-glucosidase, cellobiosidase, and cellobiose dehydrogenase genes) was 11 on lactose, i.e., more than those recorded in carbon-starved (8 genes) and less than in arabinogalactan-containing cultures (19 genes) (Table 4 and Table S2 and Figure S1). These changes together suggest that a high lactose concentration may have imitated a situation where galactose-containing polysaccharides were present in the environment and their degradation was so efficient that the galactose-containing oligomers started to accumulate extracellularly. In this situation, the importance of searching for alternative nutrients, upregulating genes involved in the degradation of possibly co-occurring polysaccharides, activating autophagy, or maintaining intensive autolytic cell wall degradation is reduced. However, cells need to keep the amount of public goods at an appropriate (not too high) level to prevent the rise of cheaters. Therefore, the rate of utilization and the rate of liberation of any potential public goods should be balanced. This leads to a CAZyme profile on lactose where more CAZyme genes involved in the degradation of identified/predicted polysaccharides are upregulated than in carbon-starved cultures, but less than on arabinogalactan (Table 4 and Table S2 and Figure S1).

It is very likely that the effect of lactose highly depends on its concentration and that it acts as a dual regulatory molecule. At low levels, it can upregulate genes involved in (galactose-containing and co-occurring) polysaccharide degradation to enhance their utilization as found in other species [68,69], while at high concentrations it may downregulate them to control oligomer concentration in the environment. Similar behavior was found with xylose which can either upregulate (at low concentration) or downregulate (at high concentration) several xylanolytic and cellulolytic genes in *A. niger* [73]. Moreover, this dual regulation of cellulolytic enzyme production was observed in *A. terreus* with xylose, cellobiose, and even with glucose [74]. In the case of *Saccharomyces cerevisiae* invertase, upregulation of the corresponding *suc2* gene by low concentration of glucose was also observed alongside glucose repression at high glucose concentrations [75].

### 4.4. High Glucose Concentration Can Lead to the “Tragedy of the Commons” Scenario

Garrett Hardin’s “tragedy of the commons” scenario occurs when the strategy of public goods utilization is beneficial for individuals but not for the community, since it leads to total depletion of public goods. It is commonly explained by the example of a public pasture used by various herdsmen. The best (self-)interest of each herdsman is in adding new animals to their own herd, since the negative consequences of overgrazing are shared evenly, but the benefits of extra animals will accrue to their owners individually. However, the addition of new animals to the different herds, continuing according to this principle of self-interest, will ultimately result in the complete destruction of the pasture by overgrazing [14]. In the case of extracellular polysaccharide utilization, the “tragedy of the commons” scenario can be prevented if microbes balance public goods formation and utilization. Since the best interest of each cell is using as much public goods as possible and not investing in further enzyme secretion to keep the balance (facultative cheating [76]), the fast depletion of public goods is predicted, unless cheaters are controlled.

Although free glucose is not as rare as lactose in the environment, it is not an abundant molecule in the soil or many other habitats of *Aspergillus* species. The majority of glucose occurs as monomers of different α- and β-glucans. Regarding the plant cell wall, cellulose, mixed-linkage glucan, xyloglucan, and glucomannan are the most common glucose-containing compounds [11], while in the case of the fungal cell wall, β-1,3- and α-1,3-glucans are notable [49].

In cultures growing on glucose, glycolysis genes were upregulated, while autophagy and autolytic cell wall degradation genes were downregulated relative to the carbon-starved cultures (Table S2). Extracellular peptidase genes as well as CAZyme genes also showed low transcriptional activity (Table S2). Interestingly, some CAZyme genes reached the highest transcriptional activity on glucose: Altogether, 29 genes had significantly higher activity in these cultures compared to all three carbon-stressed cultures (Table 4 and Table S2 and Figure S1). Among them, *agdB* (α-glucosidase) [77], *bglJ* (β-glucosidase) [57], *xgcA* (xyloglucanobiohydrolase) [78], as well as four putative β-1,4-endoglucanase genes (AN1041, AN6786, AN7891, and AN8068), are notable. These genes encode enzymes that are involved, or putatively involved, in the degradation of glucose polymers. 

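Of the 28 CAZyme genes highest on glucose, agdB (AN8953) fell by 3.63 (SE 0.11, adjusted p = 1.6e-14) on lactose, 5.28 (SE 0.12, adjusted p = 2.3e-16) on arabinogalactan and 5.18 (SE 0.12, adjusted p = 2.2e-16) under starvation. bglJ (AN7865) fell by 3.69, 4.06 and 4.38 and xgcA (AN1542) by 2.59, 2.48 and 3.38 in the same order. Among the endoglucanase genes AN1041 fell by 1.33, 1.54 and 1.78, and AN6786 by 1.23, 2.09 and 3.55, of which the call on lactose was lost with scaling by total count (−0.91) and under a test against a fold of 2. For AN7891 and AN8068 the falls under starvation were 6.13 (SE 0.14, adjusted p = 2.4e-16) and 3.65 (SE 0.073, adjusted p = 4.5e-17).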

Importantly, we could detect low cellulase activity (but not β-glucosidase activity) in the fermentation broth of glucose-containing cultures (Table 1). Induction of both endoglucanase and β-glucosidase activities was recorded on (low concentration of) glucose in *A. terreus* [74], and β-glucosidase secretion on glucose was also detected in different *Aspergillus* species [42,79]. The above-mentioned characteristics of cultures growing on glucose (e.g., the numerous upregulated culture-specific genes involved in β-glucan degradation) resemble those observed with lactose. We can assume that a high glucose concentration also imitates a situation for *A. nidulans* when it grows on a polysaccharide and its degradation is so efficient that monomers have accumulated in the environment. Therefore, cultures enhanced their glucose utilization, controlled glucose liberation, and downregulated processes aimed at searching for alternative nutrients or to degrade predicted polysaccharides other than glucans; these cultures also downregulated autophagy or autolytic cell wall degradation. Downregulation (low transcriptional activity) of genes encoding extracellular enzymes (e.g., peptidases or plant and fungal cell wall hydrolases) on glucose was more obvious than on lactose, suggesting that cheating was a more beneficial strategy on glucose than on lactose. This may be explained by noting that cells can utilize glucose much faster than lactose. Preventing the depletion of glucose as public goods would thus need very intensive glucan degradation, and the high enzyme activity needed for it represents a high cost that is not favorable for cooperation. This leads easily to the “tragedy of the commons” scenario and the rise of facultative cheating.

A good strategy for (facultative) cheaters is investing in fast vegetative growth. Growing, as an autocatalytic process, needs high levels of glucose as energy and a carbon source itself; in addition, the newly formed cells will also utilize glucose for their further growth. As a consequence, fast growing allows cells and their progeny to utilize more from public goods than other, slower-growing cells. Not surprisingly, genes related to the utilization of glucose and vegetative growth, including glycolysis genes, aerobe respiration genes, 2-oxocarboxylic acid metabolism, and ergosterol biosynthesis genes, as well as genes involved in the biosynthesis of vitamins, cofactors, and prosthetic groups, and additionally those involved in nitrogen, sulfur, and selenium metabolism or cell wall homeostasis were enriched in the upregulated glucose-specific gene set (Tables S2 and S6). Antioxidant enzyme genes were also enriched in the upregulated glucose-specific gene set (Table S2). This concurs well with aerobic utilization of glucose leading to the formation of reactive oxygen species, and supports the idea that fast growth based on an aerobic metabolism can be dangerous for microbes [80]. 

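Of 30 antioxidant enzyme genes, 6 were higher on glucose than in all other cultures (one-sided Fisher's exact test, p = 0.056, adjusted p = 0.26). prxA (AN8692) fell by 2.31 (SE 0.052, adjusted p = 5.2e-16) on lactose, 2.27 (SE 0.052, adjusted p = 2.6e-16) on arabinogalactan and 3.55 (SE 0.056, adjusted p = 3.2e-18) under starvation, and AN2578 by 3.26 (SE 0.10, adjusted p = 2.1e-14), 3.93 (SE 0.11, adjusted p = 2.0e-15) and 4.87 (SE 0.11, adjusted p = 2.6e-16). The p came under 0.05 with DESeq2 (0.049), with scaling by total count (0.015), with only the 2 culture types fitted (0.045), under a test against a fold of 2 (0.024), with every gene as background (0.046) and without arabinogalactan replicate 1 (0.019).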

The downregulated glucose-specific gene set was even bigger than the upregulated one (Figure 2B). It was enriched with extracellular peptidase and CAZyme genes (other than β-1,4-endoglucanase genes) (Table S2). Moreover, the highest number of downregulated secondary metabolism clusters was also observed on glucose (Table S3). 

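Of 286 CAZyme genes 53 were lower on glucose than in all other cultures (one-sided Fisher's exact test, p = 6.2e-04, adjusted p = 0.0071), and of 39 extracellular peptidase genes 8 (p = 0.085, adjusted p = 0.35). The p of the peptidases came under 0.05 with DESeq2 (0.041), with its size factors in edgeR (0.039), with the stricter filter (0.035), with only the 2 culture types fitted (0.01) and without glucose replicate 1 (0.039), glucose replicate 3 (0.047) or lactose replicate 2 (0.046). xlnA is one of the CAZyme genes, at 1.47 ± 1.12 CPM on glucose and 6.64 ± 0.218 on lactose, and bxlD another, at 0.964 ± 0.398 and 17.3 ± 2.50 CPM.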

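Of the 65 clusters, 7 were over-represented among the genes that rose from glucose in each of the 3 other cultures, and 1 among those lower under starvation than in each of the others (one-sided Fisher's exact test). In the AN8105 cluster AN8106 rose by 4.31 (SE 0.14, adjusted p = 3.6e-14) on lactose and 2.53 (SE 0.16, adjusted p = 2.1e-10) under starvation (Fisher's exact test, p = 5.5e-06, adjusted p = 2.7e-04 on lactose and p = 8.5e-04, adjusted p = 0.013 under starvation).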

The enrichment of transcription factor genes in this set (Figure 3B and Table S2) (even though some of them may encode a negatively acting regulator) suggests that many processes active in carbon-stressed cultures were downregulated on glucose. In summary, cells did not only upregulate many genes on glucose to enhance glucose utilization but also downregulated numerous unnecessary genes/processes (including many elements of secondary metabolism) which could otherwise reduce their growth rate and hence the quick utilization of public goods.

Out of the four cultures we studied, the glucose-rich cultures contained the most genes that reached their highest or lowest transcriptional activity under the studied conditions (Figure 2B). This is important because when we compare two transcriptomes, the obtained difference necessarily depends on both of them. Previously, we suggested that the recorded (stress) response equally characterizes how the cells have adapted to the conditions before the (stress) treatment and how they are trying to adapt to the new conditions [81]. It is also true when the consequences of more than one treatment are compared. The size and composition of gene sets upregulated or downregulated in all the treatments (core stress response genes) are highly dependent on the chosen reference cultures. In our study, if we choose the glucose-containing cultures as “stress-free” reference cultures, we can obtain a large core stress response gene set (Figure 2). The huge number of co-regulated genes suggests that carbon starvation and limitation stress responses are similar. However, it also means that the cultures growing on glucose are quite different from the other cultures studied. On the other hand, if we select, for instance, carbon-starved cultures as the reference, the difference among the “carbon-source-induced stress” responses would be much smaller, and the nature of the core stress response genes would also be very different. 

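With the carbon-starved cultures as the reference, 7.45% of the genes higher in any other culture were higher in all of them, and 15.6% of those lower in any were lower in all. With lactose as the reference the shares were 2.56% and 10.1%, and with arabinogalactan 5.58% and 12.7%. The D-xylose reductase gene xyrA, for one, was 3.00 higher in log2 on arabinogalactan than under starvation, and the peptidase gene AN7858 3.67.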

Finding a good reference condition has primary importance in transcriptome-based studies and our selection should depend on the question(s) we want to answer. In the case of the *Aspergillus* species, choosing glucose-rich cultures as a reference can be practical in general, but is usually not a good choice if we want to understand how they respond to different treatments in their natural habitats or in the human body [26,63]. In contrast, in the case of the *Saccharomyces* species, where glucose feast is common in their sucrose-rich habitats due to their high periplasmic invertase activity [75], studying stress responses on glucose seems to be not only convenient due to the intensive growth, but reasonable as well.

### 4.5. Concluding Remarks

*A. nidulans,* as a typical soil-borne fungus, usually grows on decaying plant materials. Regulation of the several hundred CAZyme and other genes needed for the efficient degradation of plant biopolymers is a complex process. “Regulatory molecules” formed during the degradation of these polymers play a central role [4,12,13,70]. They are important in the recognition of the compounds present (see “secretion of scouting enzymes” by carbon-starved cultures), they can have cross-upregulatory activity (see “adaptive prediction of the available biopolymers” on arabinogalactan), and at high concentrations, they can downregulate genes which can be important in the control of cheaters (see lactose-containing cultures), or can even lead to the rise of facultative cheaters (see glucose-rich cultures). Detailed investigation of both the molecular and behavioral ecological aspects of this complex regulatory network in the future can help us to understand CAZyme secretion of fungi better, which may enhance their industrial application. For example, systematic recording of CAZyme co-regulations can draw our attention to less-studied hydrolases which can enhance the degradation of plant cell wall polysaccharides in the industry as auxiliary enzymes. Studying fungal strategies based on adaptive prediction for polysaccharide degradation can lead to the discovery of new regulatory molecules. Knowledge of these molecules or understanding their dual (up- and downregulatory) nature can promote the development of new, cost-efficient fermentation processes for CAZyme production.

Regulation of CAZyme gene expression is a good example of cells initially recognizing a stress (change), but not yet “knowing” how to adapt to it. Hence, as a first step they give a “scouting response” and use the collected information to drive further steps in the right direction. It is reasonable to assume that stress responses other than the carbon-limitation stress response may also involve different kinds of “scouting elements” to direct the response in the appropriate direction. This would explain why fungi can commonly adapt even with artificially modified genetic backgrounds, and even to very different artificial environments.

## Figures and Tables

**Figure 1:**
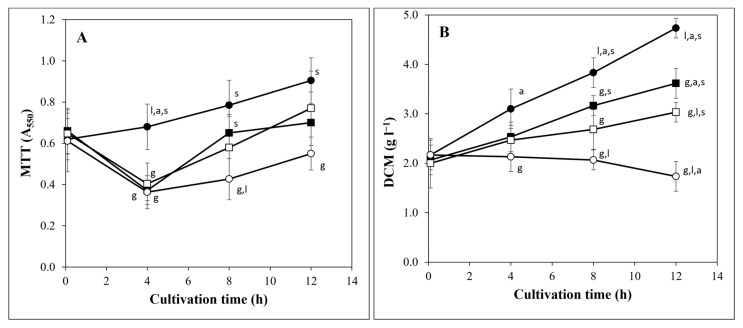
Growing and metabolic activity of the studied *A. nidulans* THS30 cultures. Changes in the MTT-reducing activity (**A**) and DCM (**B**) of the strain were characterized in cultures growing on glucose (●), in the absence of any carbon source (○), on lactose (■), or on arabinogalactan (□). Mean ± SD values calculated from three biological replicates are presented. The MTT-reducing activity of 12 h cultures was significantly higher (Student’s *t*-test, *p* < 0.05) than that of the 4 h cultures. The DCM of the 12 h glucose, lactose, or arabinogalactan-containing cultures was significantly higher (Student’s *t*-test, *p* < 0.05) than that of the 0 h cultures. ^g, l, a, s^—Significant difference (Student’s *t*-test, *p* < 0.05) from the data of cultures containing glucose, lactose, arabinogalactan, or no carbon source, respectively.

**Figure 2:**
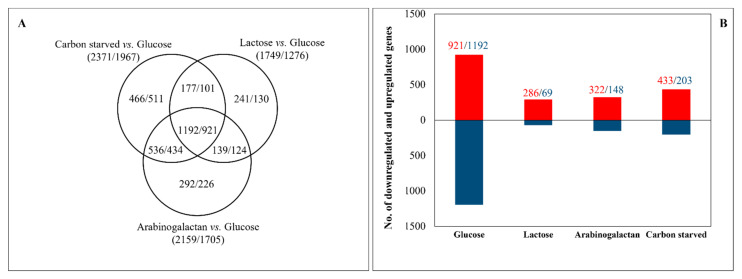
Distribution of carbon-stress-responsive (**A**) and culture-specific (**B**) genes among the cultures. Figures represent the number of upregulated/downregulated genes. Note, the three sets in (**A**) contain carbon-stress-responsive genes, and the intersection of the three sets contains the general stress response genes (using glucose-containing cultures as reference). The upregulated general stress response genes are identical with the downregulated glucose-specific genes and the downregulated general stress response genes are identical with the upregulated glucose-specific genes (**B**).

**Figure 3:**
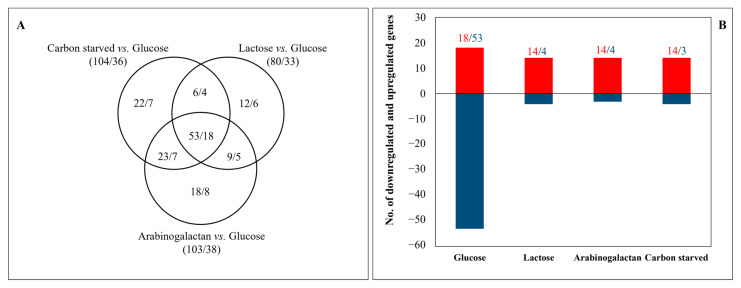
Distribution of carbon-stress-responsive (**A**) and culture-specific (**B**) transcription factor genes among the cultures. Figures represent the number of upregulated/downregulated transcription factor genes.

**Figure 4:**
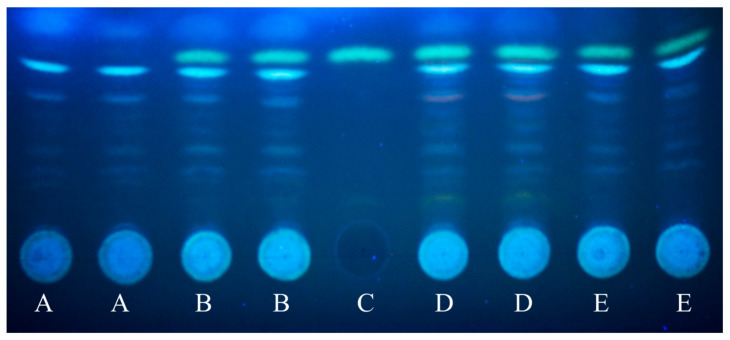
Production of sterigmatocystin by carbon-stressed *A. nidulans* THS30 cultures. A representative photo on the results of a TLC is presented. Mycelial samples were taken 12 h (carbon-stressed cultures) or 4 h (glucose-containing cultures) after the mycelia, grown on glucose, were transferred into fresh media. A—glucose-containing cultures; B—carbon-starved cultures; C—sterigmatocystin standard; D—lactose-containing cultures; E—arabinogalactan-containing cultures.

**Table 1:** Enzyme activities of the studied *A. nidulans* THS30 cultures.

	Glucose	Lactose	Arabinogalactan	Carbon-Starved
Intracellular enzyme activities				
SOD (U mg^−^^1^ protein)	81 ± 10 ^a,s^	97 ± 15 ^a,s^	156 ± 21 ^g,l,s^	210 ± 30 ^g,l,a^
Catalase (kat kg^−^^1^ protein)	2.2 ± 0.3	1.6 ± 0.3	1.7 ± 0.2	1.7 ± 0.2
Nitrate reductase (mkat kg^−^^1^ protein)	1.40 ± 0.09 ^l,a,s^	1.09 ± 0.05 ^g,a,s^	0.62 ± 0.12 ^g,l^	0.56 ± 0.15 ^g,l^
Glutathione reductase (mkat kg^−^^1^ protein)	9.3 ± 0.3 ^l,a,s^	6.4 ± 0.8 ^g,a^	4.0 ± 0.5 ^g,l,s^	5.3 ± 0.6 ^g,a^
β-Galactosidase (µkat kg^−^^1^ protein)	<0.1 ^l,a,s^	10.2 ± 1.1 ^g,a,s^	3.7 ± 0.3 ^g,l,s^	0.6 ± 0.02 ^g,l,a^
Extracellular enzyme activities				
SOD (U mL^−^^1^)	4.3 ± 1.1 ^l,a,s^	9.7 ± 1.5 ^g^	8.1 ± 1.0 ^g^	9.3 ± 0.9 ^g^
Catalase (µkat mL^−^^1^)	<8 ^l,a,s^	11 ± 1 ^g,a,s^	16 ± 1 ^g,l,s^	52 ± 10 ^g,l,a^
β-Galactosidase (nkat mL^−^^1^)	<0.006 ^l,a^	0.012 ± 0.001 ^g,a,s^	0.018 ± 0.002 ^g,l,s^	<0.006 ^l,a^
β-Glucosidase (nkat mL^−^^1^)	<0.006 ^l,a,s^	0.09 ± 0.02 ^g,a^	0.18 ± 0.01 ^g,l,s^	0.11 ± 0.02 ^g,a^
Cellulase (nkat mL^−^^1^)	0.7 ± 0.1 ^l,a,s^	2.5 ± 0.3 ^g,a,s^	1.2 ± 0.3 ^g,l,s^	<0.3 ^g,l,a^
Chitinase (U mL^−^^1^)	<0.1 ^l,a,s^	0.6 ± 0.2 ^g,a,s^	1.1 ± 0.2 ^g,l^	1.5 ± 0.3 ^g,l^
Proteinase (U mL^−^^1^)	<0.1 ^l,a,s^	3.1 ± 0.3 ^g,a^	0.8 ± 0.3 ^g,l,s^	2.7 ± 0.3 ^g,a^
γGT (nkat mL^−^^1^)	<0.01 ^l,a,s^	0.12 ± 0.02 ^g,a,s^	0.84 ± 0.05 ^g,l,s^	0.35 ± 0.05 ^g,l,a^

Table contains mean ± SD vales calculated from three biological replicates. ^g, l, a, s^—Significant difference (Student’s *t*-test, *p* < 0.05) from the data of cultures containing glucose, lactose, arabinogalactan, or no carbon source, respectively.

**Table 2:** Selected significantly enriched FunCat, GO, and KEGG pathway terms of the carbon-stressed *A. nidulans* cultures.

Comparison ^a^	Significantly Enriched Terms	
	In Upregulated Gene Set	In Downregulated Gene Set
Lactose vs. Glucose (1749/1276)	glycerolipid metabolism, fatty acid metabolism, polysaccharide catabolic process, mannan catabolic process, xylan catabolic process, cellulose catabolic process, arabinose metabolic process, D-xylose metabolic process, xylulose metabolic process, galactose metabolic process, fructose and mannose metabolism; alpha-galactosidase activity, secondary metabolism, sterigmatocystin biosynthetic process, metabolism of melanins, phenylalanine metabolism, tryptophan metabolism, tyrosine metabolism,	glycolytic process, gluconeogenesis, respiration, mitochondrion, steroid biosynthesis, biosynthesis of vitamins, cofactors, and prosthetic groups, biosynthesis of secondary metabolites
Arabinogalactan vs. Glucose (2159/1705)	glycerolipid metabolism, oxidation of fatty acids, cell wall organization, extracellular polysaccharide degradation, pectin catabolic process, xylan catabolic process, glucan catabolic process, cellulose catabolic process, mannan catabolic process, pentose-phosphate pathway, arabinose metabolic process, D-xylose metabolic process, galactose metabolism, beta-glucosidase activity, secondary metabolism, sterigmatocystin biosynthetic process, phenylalanine metabolism, tryptophan metabolism, tyrosine metabolism	glycolysis and gluconeogenesis, respiration, citrate cycle (TCA cycle), mitochondrion, biosynthesis of amino acids, biosynthesis of vitamins, cofactors, and prosthetic groups, steroid biosynthesis, pentose phosphate pathway, fructose and mannose metabolism, galactose metabolism, biosynthesis of secondary metabolites, response to stress, cellular response to osmotic stress
Carbon-starved vs. Glucose (2371/1967)	glycerolipid metabolism, oxidation of fatty acids, peroxisome, cell wall organization, extracellular polysaccharide degradation, chitin catabolism, xylan catabolic process, pectin catabolic process, secondary metabolism, sterigmatocystin biosynthetic process, metabolism of melanins, phenylalanine metabolism, tryptophan metabolism, tyrosine metabolism	translation, ribosome biogenesis, nucleotide-sugar metabolism, glycolysis and gluconeogenesis, respiration, Fe/S binding, mitochondrion, cellular amino acid biosynthetic process, cysteine biosynthetic process, sulfate assimilation, steroid biosynthesis, biosynthesis of vitamins, cofactors, and prosthetic groups, heavy metal ion transport (Cu^2+^, Fe^3+^, etc.), biosynthesis of secondary metabolites, oxidative stress response, heat shock response, cellular response to osmotic stress

^a^—Numbers indicated in parentheses represent the number of upregulated and downregulated genes, respectively in the given comparison. The full list is available in Table S6.

**Table 3:** Summary of the regulation of the selected gene groups in carbon-stressed cultures.

	Behavior of the Genes ^a^		
	Lactose vs. Glucose	Arabinogalactan vs. Glucose	Carbon-Starved vs. Glucose
Lactose utilization genes	up	up	-
β-galactosidases—lactose permeases	up	up	up
Leloir pathway	-	-	down
D-galactose oxidoreductive pathway	up	-	-
Glycolysis genes	down	down	down
Oxidative pentose-phosphate shunt genes	-	down	down
TCA cycle genes	-	down	down
Autophagy genes	-	-	up
Cell wall genes	down	down	both
Synthases, transglycosylases, and regulatory proteins	-	down	down
Hydrolases	down	up	up
Extracellular peptidase genes	-	up	up
CAZyme genes	both	up	up
α-Glucosidase	-	-	-
β-Glucosidase	-	up	-
β-1,4-Endoglucanase	-	up	-
Cellobiohydrolase—cellobiose dehydrogenase	-	up	-
α-Galactosidase	up	up	-
β-Galactosidase	up	up	-
Arabinofuranosidase and endo-arabinosidase	-	up	-
Xylanase	-	-	-
Xylosidase	up	up	up
Mannan degradation	-	up	-
Galacturonan degradation	-	up	up
Rhamnogalacturonan degradation	up	up	up
Antioxidant enzyme genes	-	-	down
Squalene—ergosterol pathway genes	down	down	down
Ribosome biogenesis genes	-	-	down
Mitotic cell cycle genes	-	-	-
Transcription factor genes	up	up	up

^a^—“up”, “down”, and “both” stand for significant enrichment in the upregulated, in the downregulated, and in both the upregulated and downregulated gene sets. When no significant enrichment was observed, the “-” symbol was used. Further details on the behavior of the gene groups are available in Table S2.

**Table 4:** Transcriptional behavior of CAZyme genes in the four types of *A. nidulans* cultures.

Group ^a^	Glucose ^b^	Lactose ^b^	Arabinogalactan ^b^	Carbon-Starved ^b^
CAZyme genes (317)	77 (29)	81 (6)	138 (62)	107 (16)
α-Glucosidases (9)	2 (1)	0 (0)	4 (2)	1 (1)
Cellulolytic enzymes (32)	10 (5)	11 (0)	19 (14)	8 (1)
β-Glucosidases (13)	3 (1)	4 (0)	8 (5)	5 (0)
β-1,4-Endoglucanases (14)	5 (4)	5 (0)	7 (5)	2 (1)
Cellobiohydrolases—cellobiose dehydrogenases (5)	2 (0)	2 (0)	4 (4)	1 (0)
Galactoside-degrading enzymes (16)	1 (0)	10 (4)	11 (4)	5 (0)
α-Galactosidases (7)	1 (0)	5 (3)	5 (1)	2 (0)
β-Galactosidases (7)	0 (0)	5 (1)	6 (2)	3 (0)
Galactanases (2)	0 (0)	0 (0)	0 (1)	0 (0)
Arabinofuranosidases and endo-arabinosidases (14)	4 (1)	5 (0)	10 (7)	6 (0)
Xylanolytic enzymes (24)	2 (0)	17 (1)	19 (13)	14 (2)
Xylanases (5)	1 (0)	2 (0)	3 (3)	2 (1)
Xylosidases (12)	1 (0)	10 (1)	11 (8)	7 (0)
Further xylan-degrading enzymes (7)	0 (0)	5 (0)	5 (2)	5 (1)
Mannan degradation enzymes (19)	4 (1)	5 (0)	9 (4)	6 (0)
Xyloglucan degradation enzymes (3)	1 (1)	1 (0)	2 (1)	2 (0)
Pectinolytic enzymes (40)	4 (1)	12 (1)	24 (7)	23 (3)
Galacturonan degradation enzymes (24)	4 (1)	4 (0)	12 (4)	11 (2)
Rhamnogalacturonan degradation enzymes (16)	0 (0)	8 (1)	12 (3)	12 (1)

^a^—Figures presented in parentheses after the name of the gene group indicate the number of the related genes. ^b^—Table contains the number of upregulated genes defined as follows: In the case of carbon-stressed cultures, upregulation was studied relative to glucose-containing cultures. In the case of the glucose-containing culture, upregulation was studied relative to any carbon-stressed cultures (i.e., genes downregulated by any carbon stress). Figures presented in parentheses indicate the number of culture-specific genes. Further data on the transcriptional behavior of CAZyme genes are available in Table S2. See also Figure S1.

**Table 5:** List of selected secondary metabolism cluster genes upregulated by carbon stress in *A. nidulans*.

Cluster ^a^	Lactose vs. Glucose	Arabinogalactan vs. Glucose	Carbon-Starved vs. Glucose
	Number of Upregulated/Downregulated Cluster Genes		
Sterigmatocystin cluster (26)	26/0	26/0	26/0
Monodictyphenone cluster (12)	12/0	12/0	11/0
AN8105 cluster (10)	8/1	9/1	8/1
Pkb cluster (9)	6/0	7/0	8/0
Pkg cluster (6)	6/0	3/0	6/0
Emericellamide cluster (5)	0/0	5/0	1/1
Terriquinone cluster (5)	5/0	5/0	5/0
AN1680 cluster (4)	1/0	4/0	4/0
Penicillin cluster (3)	0/1	3/0	3/0
Ivo cluster (2)	2/0	2/0	2/0
AN9129 cluster (2)	2/0	2/0	2/0
AN9314 cluster (2)	2/0	2/0	2/0

^a^—Only upregulated clusters where all (in the case of clusters with ≤8 genes) or all but 1 gene (in the case of clusters with >8 genes) showed simultaneous upregulation in at least one comparison are presented. The number of genes involved in the cluster is indicated in parentheses. Further data on the transcriptional behavior of the secondary metabolite cluster genes are available in Table S3.

## Data Availability

Transcriptome data sets are available in the Gene Expression Omnibus database (GEO; http://www.ncbi.nlm.nih.gov/geo/; 10 December 2021) with the following accession number: GSE189016.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/jof8010079/s1, Figure S1: Effects of carbon sources on the upregulation of selected CAZyme gene groups. Table S1: RT-qPCR primer pairs used in the study. Table S2: RNAseq data of selected gene groups. Table S3: RNAseq data of secondary metabolite cluster genes. Table S4: Secretome data of selected proteins. Table S5: RT-qPCR data of selected genes and principal component analysis of the RNAseq data. Table S6: Results of the gene set enrichment analyses.

# Supplementary material for: Strategies Shaping the Transcription of Carbohydrate-Active Enzyme Genes in Aspergillus nidulans
**Source:** J Fungi (Basel). 2022 Jan 14;8(1):79. doi: 10.3390/jof8010079
**Supplement:** Supplementary file 1

Table S1 RT-qPCR primer pairs used in the study.

Gene	Foward primer	Reverse primer
AN0241 (<i>sodA</i>)	5'-CTTCCACATCCACCAGTTC-3'	5'-CAGCGTTACCAGTCTTCTTG-3'
AN0399 (<i>nrtB</i>)	5'-GCGGGACAGATTGAGAGTTC-3'	5'-AGAGGGAAGTTGAGGAGATAG-3'
AN0423 (<i>xyrA</i>)	5'-ATTGGGTAAAGGCGACTATCC-3'	5'-AAGGTATGGGTGGTGCTC-3'
AN0756 (<i>lacA</i>)	5'-GCTGCTGGTGTTGCTCTTAC-3'	5'-ACTCTCCTGGCTTTCCTTCG-3'
AN0942 (<i>ladA</i>)	5'-CCTTTACTCTCTTCACCTCTCC-3'	5'-TCACCACTCTTCACCTCTTCG-3'
AN0973 (<i>brlA</i>)	5'-CGACTTTCTCTCTGGATACGATG-3'	5'-CTGGTGACGGTAGTTGTTGTTG-3'
AN1006 (<i>niaD</i>)	5'-TATGTCGTCCCAAACCCG-3'	5'-TTATTCTTCGTCCGCCTCC-3'
AN1414 (<i>xprG</i>)	5'-CGATGCCAGTATATCCGTG-3'	5'-GTCAGTTCTGCTCCTTG-3'
AN1812 (<i>jlbA</i>)	5'-ATCTCTCCCCATTCTTCAGC-3'	5'-GTCGTCCGCCGTAGTTGTG-3'
AN2463 (<i>lacF</i>)	5'-CGGGCACACTTCTACTCATAC-3'	5'-TACGACACATTTGGCGGCG-3'
AN2814 (<i>lacpB</i>)	5'-CGTCTCCTTCTGCTGTGC-3'	5'-GTGCTTGCCGTTGCGATG-3'
AN3199 (<i>lacpA</i>)	5'-CGATTCCAGCCGTCTTCTTC-3'	5'-AGCCGTAAACAACCCAGC-3'
AN3201 (<i>lacD</i>)	5'-GCTGCTGAACGGGGATTG-3'	5'-GGGGAACGGGAAGATGAC-3'
AN3581 (<i>trxR</i>)	5'-TGGCAGAACGGTATCAGCG-3'	5'-GCGGACAAGCACGGTAACG-3'
AN4871 (<i>chiB</i>)	5'-TGGTCAACAGGCGAATCTC-3'	5'-CGGGACGAAGGATCATACG-3'
AN4957 (<i>galE</i>)	5'-CGCTGAGGTTTATGCCACTG-3'	5'-CACTGCTGTAGGGAGGAC-3'
AN6388 (<i>lacE</i>)	5'-ATGTCGTGCGTCTGCCTC-3'	5'-GTTCTCTTCCCCTTGCTGC-3'
AN6542 (<i>actA</i>)	5'-GAAGTCCTACGAACTGCCTGATG-3'	5'-AAGAACGCTGGGCTGGAA-3'
AN6700	5'-CTATTCCCGAGCAAGTTC-3'	5'-TGATGTTCCCTGACGATGGC-3'
AN6838 (<i>tubC</i>)	5'-CGGAAACTCGCCGTCAATAT-3'	5'-GGGCAAACCCGACAATAA-3'
AN8218 (<i>trxB</i>)	5'-TCACCTCAATCGTCCCTG-3'	5'-TGCTCGTATCCGTCACAC-3'
AN8445	5'-TTGAAGCCACGACAATGAC-3'	5'-AGATGCCTACGATACCAG-3'
AN8692 (<i>prxA</i>)	5'-CTGGACTGAGGAGAAGGG-3'	5'-CAAGGACGGCAACAACATCG-3'
AN9064 (<i>xdhA</i>)	5'-TCTATTGTGCTGTGCGGTAG-3'	5'-TCCCAAGGTCATTCTCTGC-3'
AN9339 (<i>catB</i>)	5'-CCGAGCCCACAACTTAC-3'	5'-GTTCAGCGACGACAATGACG-3'
AN9397 (<i>hacA</i>)	5'-AGACGAAGAATGTGGTGGC-3'	5'-ACGCTGAAGAAGGAAGTGG-3'
AN10220 (<i>ccpI</i>)	5'-GCGACCAAGAACCAAGACC-3'	5'-AACCAACAGGCGGAAAACTC-3'
AN10543 (<i>galX</i>)	5'-TGACGGGATGGGATTCTTGAC-3'	5'-GGGATACGCAGGGTGATAG-3'
AN10550 (<i>galR</i>)	5'-TATCACAGAGGAGCAACGGG-3'	5'-TCATCAGAGGGAGGAAGAACC-3'

How the deposited data were processed for this re-analysis (not part of the article)

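RNA was measured in 12 cultures of A. nidulans, 3 biological replicates each on glucose (4 h), on lactose (12 h), on arabinogalactan (12 h) and without a carbon source (12 h), after a preculture of 16 h with 5.0 g/L of yeast extract. According to the paper and the sample labels, the authors sequenced single-end reads of 75 bp and aligned more than 93.0% of them with hisat2 2.1.0 to the FGSC A4 genome s10-m04-r12 with its annotation; the program that counted the reads is not named in the sources used here. The deposited table has 10988 entries, of which 10779 carry an AN identifier (31 of them upstream open reading frames) and 208 are tRNA genes, with raw counts and RPKM in separate columns for each culture and the transcript length beside them. The count columns hold, per the file header, the authors' raw counts, whole numbers with no normalization. The RPKM columns hold the same counts divided by the transcript length and by the total of the column, as deposited by the authors; this was checked on every entry, with a largest relative difference of 5.11e-15. The paper's text names DESeq2 1.24.0 and the sample labels DESeq2 1.20.0 for the authors' comparisons, which the table does not hold.

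The depth, in M of counts, was 14.5, 13.6 and 15.3 M for the glucose cultures, 14.9, 15.6 and 14.8 M for lactose, 15.1, 14.3 and 10.2 M for arabinogalactan and 18.36, 15.0 and 15.4 M for the carbon-starved cultures. Per culture, 9015 to 9485 genes had at least 10.0 counts. Over the genes tested, the common dispersion of edgeR was 0.00380, a biological coefficient of variation of 0.0616, a spread that the counting error exceeds in genes with few counts. Where a group has no count, a fold is given against a floor of 3 counts over the group, and with 1 to 3 counts as a ratio with its 95% counting interval; floors and intervals cover counting error only.

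Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10.0, minimum total 15.0), which left 9769, libraries were scaled by TMM (factors of 0.863 to 0.877 for glucose and 0.993 to 1.09 for the others), and the 4 culture types were fitted in a single quasi-likelihood model with 8 residual and 7.79 prior degrees of freedom. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 from edgeR's F-test and a log2 fold change above 1.0 or below −1.0, the thresholds of the paper, in each of 6 comparisons between cultures. Culture-specific genes passed in the same direction against each of the 3 other culture types, which is the paper's definition. Gene groups were those of Table S2 and secondary metabolite clusters those of Table S3 (65 clusters), tested by a one-sided Fisher's exact test for over-representation among the genes that rose or fell, against the genes tested, with a call at an unadjusted p under 0.05 as in the paper and the adjusted p beside it. Because genes of a group vary together, each of the 52 calls of a group in a comparison with glucose was set beside limma's camera on all genes tested. Camera compares the t statistics of a group with those of the other genes and looks for a net shift. A group with many members in both directions can therefore fail it whatever the correlation. With the preset correlation of 0.01, 36 of the 52 calls held at an unadjusted p and 28 at camera's adjusted p. With a correlation estimated from the data none held at camera's adjusted p (lowest 0.27), and 12 held at an unadjusted p: lactose utilization on lactose, β-galactosidase and lactose permease on arabinogalactan, glycolysis in all 3 cultures, the TCA cycle on arabinogalactan and under starvation, xylosidase and rhamnogalacturonan degradation on arabinogalactan, the squalene-ergosterol pathway on arabinogalactan and under starvation, and extracellular peptidase under starvation. Camera was not run on clusters or culture-specific sets, so their Fisher p treats genes that vary together as independent. RT-qPCR values are the authors' ΔCP of Table S5, set beside mean log2 CPM (prior count 2.0). Changes of ΔCP from glucose were computed here, with a combined SD, the square root of the summed squares of the SDs of the 2 cultures. Principal components come from the 500.0 most variable genes. The other tools were DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

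Genes are named by a rule with 4 parts: genes named in the paper's results or discussion or measured by RT-qPCR; in each comparison with glucose the 5 highest and the 5 lowest genes that passed, with a mean of at least 10.0 CPM and values that do not overlap between the groups (10.0% of genes by chance for 3 against 3); per group or cluster described, up to 4 members that passed with the largest changes and a mean of at least 10.0 CPM; and members of 6 lists (asexual development and conidia, sexual development and Hülle cells, the glyoxylate cycle and gluconeogenesis, ethanol utilization, nitrate assimilation, carbon regulators), whose results are given under the other observations. The rule, the lists, the comparisons with their tests and the alternatives were set before the data were examined, but the paper's log2 fold changes in Tables S2 to S4 were visible at that time. Alternatives tried were DESeq2's size factors or the total count in place of TMM, a looser filter (any count) and a stricter filter (at least 10.0 CPM in 3 samples), DESeq2 in place of edgeR, only the 2 culture types compared in each fit, the replicate number as a block, no fold threshold, a test against a fold of 2.0 (glmTreat), every gene of the table as the background of Fisher's test, camera, the p adjusted over all groups and sets, RPKM or rlog values, and leaving out each library in turn. The closing section gives their effect.

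The analysis was tested on simulated data with the depth and spread of these libraries and 100.0 changed genes per fold, each at 1.0 CPM or more: edgeR recovered all of them at folds of 3 and 6 and called 0 unchanged genes, glmTreat recovered 94 at a fold of 3, and the stricter filter left 85 and 87. These genes were changed on lactose alone, as many raised as lowered. In the real comparisons 30.0% to 42.7% of the genes tested changed. The simulation therefore tests neither the scaling nor the calls where so many genes change, nor folds near the threshold. Genes of amino acid biosynthesis and the other processes of Table S6 were not tested, since that table lists only part of their genes. Lists of ribosomal proteins and heat shock proteins were not built, because no product annotation of the whole genome was at hand. The tRNA genes and upstream open reading frames stayed in the fit but in no group.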

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

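The tests of the explanations weighed in this part, the regroupings of the libraries among them, were chosen only after the results were seen. They concern genes the paper does not discuss and 3 patterns in the counts and the RT-qPCR values. AN5430 stood at 3105 ± 432 CPM on lactose and 0.661 ± 0.366 CPM on glucose, a log2 fold change of 12.18 (SE 0.23, adjusted p = 4.8e-17) with all 3 lactose libraries above all glucose libraries, and at 4.87 ± 0.955 CPM on arabinogalactan. AN2608 had 475, 572 and 532 counts in the lactose libraries and 0 in each glucose library, at least 404-fold higher against the floor of 3 counts over the group. AN2378 on arabinogalactan had 10160.0 counts over the group and 2 on glucose, a ratio of 4582 (95% counting interval 1268 to 37839.9). AN9128, which lies beside tmpL (AN9129) by its identifier, rose under starvation by 11.78 (SE 0.16, adjusted p = 1.3e-18) to 682 ± 15.2 CPM. AN3568 rose under starvation by 10.53 (SE 0.21, adjusted p = 5.3e-17) from 0.133 ± 0.0921 CPM on glucose. Among the tRNA genes, which the paper does not report on, 2 rose on arabinogalactan (tD(GUC)5 to 1.94 CPM and tR(UCU)1 to 1.50 CPM, from 0 on glucose) and 1 under starvation (tK(CUU)3, by 1.80 in log2 with an SE of 0.28), while 3 mitochondrial ones of the 7 tested fell in all 3 cultures.

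In all 3 carbon-stressed cultures 2077 genes changed in the same direction. Of 100 ways to divide the 12 libraries among the 4 labels, 1, the real one, gave as many (highest other 371, with the glucose label on the 3 carbon-starved libraries), which does not measure chance, as set out below; a shared scaling is argued against by 677 genes that fell in all 3 with libraries scaled by total count (1526 rose), the lowest number under the other scalings, where independent lists would share 19.2. Chance error of the shared glucose libraries as the whole cause is argued against by the 50.0% of genes (49.1% to 51.0%) with the same sign in simulated unchanged cultures that share such libraries, where the real cultures had 75.3%, while part of the overlap may come from it. In those simulations 0 genes were called in all 3 comparisons, but genes changed to near the threshold were not simulated. Sampling at 12 h rather than 4 h and carbon stress cannot be told apart here for these genes, since 0 glucose libraries were taken at 12 h. Both may therefore underlie the 2077 genes, and no test separated them.

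Where the RNA-seq change of chiB and lacD passed, the RT-qPCR gave smaller changes, given here with the combined SD of the culture and of glucose. For chiB it gave 1.99 (SD 0.82) against 6.87 on arabinogalactan and 1.87 (SD 0.90) against 8.20 under starvation. On lactose, where chiB did not pass, RT-qPCR gave the larger change, 1.67 (SD 0.92) against 0.98. The RNA-seq change passed there with DESeq2 and its size factors (1.01 each), the total count (1.31) and only the 2 groups compared (1.04). It also passed without glucose replicate 3 (1.05) or lactose replicate 3 (1.07). For lacD the RT-qPCR gave 6.67 (SD 0.53) against 10.70 on lactose, 5.58 (SD 0.68) against 9.51 on arabinogalactan and 0.03 (SD 0.45) against 2.88 under starvation. A rise of the reference gene AN6700 as the whole cause is argued against by the smallest of these gaps, 2.85, where AN6700 rose by at most 0.998 in log2 CPM. Few RNA-seq counts on glucose are argued against by the counting intervals, whose lower ends stay at least 2.01 above the RT-qPCR change plus 1 SD. A background signal of the RT-qPCR at low levels stays open: the other genes with no more CPM on glucose than chiB had a median gap of 0.587 where they rose, but single gaps of up to 3.01, that of brlA under starvation (RT-qPCR 2.40 with an SD of 0.93 against 5.41), which exceeds the smallest of lacD. No biological explanation was tested, since the design gives none for a gap between 2 methods.

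Of 5 nitrate assimilation genes, niiA, niaD, crnA and nrtB fell on arabinogalactan (−6.99, −10.33, −6.66 and −5.32) and under starvation, while nirA had 0.32 and 0.49. Time of sampling as the whole cause is argued against by lactose, sampled at 12 h as well, where the lowest of the 4 values was −1.74 and the smallest fall in the other cultures was −4.83. Scaling of the libraries is argued against by the highest of their values under the other scalings, −4.62. The carbon source, which the design names, stays among the open explanations, and so does any difference in nitrogen supply that came with it, which was not measured. By RT-qPCR niaD changed by −2.68, −9.18 and −10.21 on lactose, on arabinogalactan and under starvation, and nrtB by −1.17, −5.43 and −5.48. The paper reports nitrate reductase activity lower than on glucose in every carbon-stressed culture, and lower on arabinogalactan and under starvation than on lactose. That these genes respond to the kind of carbon stress is a hypothesis found in the same data, and it was not tested on others.

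Across other groupings of the libraries, the comparisons with glucose were set beside all 10.0 splits of their 6 libraries, where a share under 0.05 cannot be reached: edgeR called 2932 genes on lactose, 3733 on arabinogalactan and 4175 under starvation in the real split and at most 0 in any other, with at most 31, 20.0 and 24 genes at an unadjusted p under 0.05 and the fold threshold, and at most 0, 0 and 1 by DESeq2. Every other split mixes glucose with carbon-stressed libraries, whose difference then counts as spread within a group. Few calls were therefore bound to result there, and these splits do not measure chance either. Of 100 regroupings of the 12 libraries, 1 gave as many culture-specific genes as the real labels on glucose (2077; highest other 371), lactose (337; 326) and arabinogalactan (468; 379), and 3 for the carbon-starved label (626; 2188). In every other regrouping that called any such gene the label fell on the 3 libraries of another single culture (glucose for the 2 that exceeded 626, carbon-starved for 371, 326 and 379), a structure of the samples, and the regroupings that mixed cultures under the label called 0. They therefore do not show whether chance is excluded for the culture-specific genes or for those changed in all 3 cultures.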

How the results depend on the processing

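The alternatives in this part were all set beforehand, and none was added later. No gene that passed in a comparison with glucose passed in the opposite direction under any alternative fit. Cell wall hydrolases on lactose and cell wall genes under starvation were over-represented among the genes that fell. Camera with an estimated correlation gave p = 0.67 and 0.88 for them, both in the upward direction and neither passing. Of the hydrolases 13 rose and 13 fell, and of the cell wall genes 33 rose and 31 fell. Camera looks for a net shift, so it cannot judge over-representation in a single direction there. With libraries scaled by DESeq2's size factors, 2891, 3729 and 4175 of the 2932, 3733 and 4175 genes that changed on lactose, on arabinogalactan and under starvation kept their call, with the total count 2571, 3381 and 3836, with DESeq2 2871, 3713 and 4154, with the looser filter 2923, 3728 and 4170, with the stricter filter 2095, 2761 and 3100.0, with only the 2 culture types fitted 2730.0, 3591 and 4062, and under glmTreat 2326, 3177 and 3595. The total count moved the median log2 fold change of all genes by 0.32, 0.28 and 0.21 in these comparisons and raised the share of genes that rose under starvation to 62.9%. Of 924 values of named genes 915 kept their side of the threshold with DESeq2, 919 with its size factors, 846 with the total count (35 lost and 43 gained), 862 under glmTreat (62 lost), 923 with the looser filter, 910.0 of 915 with the stricter filter and 897 of 910.0 with 2 culture types.

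Under the stricter filter, with fewer genes tested, the genes specific to lactose numbered 217, of which 38 were lower. Under glmTreat, which asks for more than the fold threshold, 33 genes were lowest on lactose, 74 on arabinogalactan and 103 under starvation, and 401 were specific to starvation. With no fold threshold, which admits smaller changes, 7525 genes differed on lactose (3623 higher, 3902 lower), 8045 on arabinogalactan (4104 and 3941) and 8229 under starvation (4230.0 and 3999); culture-specific were 5539 on glucose (2866 higher, 2673 lower), 1356 on lactose (779 and 577), 2023 on arabinogalactan (1173 and 850.0) and 3273 under starvation (1699 and 1574); 85 over-representations of clusters were called, and 119 changes among the genes of the 6 lists. In all 3 stresses 5539 genes changed with that threshold gone (2673 higher, 2866 lower), so that here and on lactose the balance turned: with the threshold more genes rose than fell (1163 and 914; 1669 and 1263). With the p adjusted over all groups and sets, 54 over-representations of groups were called in place of 85, 33 in place of 52 in the comparisons with glucose, and 72 of clusters in place of 140.0. In the comparisons with glucose, camera with an estimated correlation called 15 groups at an unadjusted p and 0 at an adjusted p (lowest 0.27). With the preset correlation it called 33 at an adjusted p. Camera tests the t statistics of whole groups and not lists. The correlation with RT-qPCR was 0.817 with log2 RPKM and, for the changes, 0.938 with rlog values; the cause was not tested. The share of the variance of the first 2 components that lies between cultures, 99.94% here, was 99.96% over all genes tested and 99.97% with rlog values; the cause was not tested.

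Leaving out each of the 12 libraries in turn, the genes that changed numbered 2934 to 3004 on lactose, 3743 to 3780.0 on arabinogalactan and 4194 to 4237 under starvation, those changed in all 3 cultures from 2054 to 2119, culture-specific genes 340.0 to 352, 459 to 487 and 623 to 660.0, over-representations of groups 83 to 89 (50.0 to 53 in comparisons with glucose) and of clusters 132 to 141, changes of the 6 lists 64 to 71 and named values 685 to 697. The correlation with RT-qPCR was 0.789 to 0.791 (changes 0.926 to 0.929) and the share between cultures 99.931% to 99.979%, highest without glucose replicate 3. In none of these was an arm left with 1 library.

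The replicate numbers do not pair the cultures: deviations from the culture means correlated at −0.049 to 0.113 over 18 pairs with the same number. With the number as a block, 2924, 3726 and 4168 of the calls on lactose, on arabinogalactan and under starvation were kept, 2933, 3732 and 4179 genes changed in all, and 3 named values gained a call. Because the table holds raw counts and no comparisons, the pseudocount, the filter on normalized values and the authors' deposited calls were not run. Depth limits what can be said of genes with few counts: the stricter filter tested 8013 genes, the looser 10867.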

Differences from the paper's values

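Of 666 values of the paper that were computed here as well, 7 differ by the rule used, under which a count differs when the larger value is more than 1.5 times the smaller, and a log2 fold change when its sign differs or the difference exceeds the SD between replicates. All 7 are counts of genes in small groups of CAZymes; 87 counts are not equal to the paper's, most of them by less than that rule asks. Of the log2 fold changes of named genes none differs by it. DESeq2 1.42.0 gives log2 fold changes within 4.94e-05 of those of Table S2 for 1371 genes, and the edgeR values correlate with them at 0.9993 to 0.9997 over 1315 genes, with a largest difference of 1.06 (AN7598 under starvation). For each value, 21 alternatives set before the data were examined were tried: DESeq2, DESeq2's size factors in edgeR, the total count, the looser and the stricter filter, only the 2 culture types fitted, the replicate block, no fold threshold, glmTreat and each of the 12 libraries left out; those not named below leave the difference.

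α-Galactosidase genes lowest on glucose are 2 in the paper's table and 1 here, and those that rose under starvation are 2 in the paper's table and 1 here; neither differs with DESeq2, the replicate block or the total count, nor without arabinogalactan replicate 2 or 3, without carbon-starved replicate 2 or without glucose replicate 2. Of cellobiosidase and cellobiose dehydrogenase genes, the paper has 1 lowest on glucose and 1 that rose under starvation, and edgeR calls 0 and 0 (also 0 and 0 at an unadjusted p under 0.05 with the fold threshold; 1 and 1 by DESeq2); neither differs with DESeq2, no fold threshold or the replicate block, nor without arabinogalactan replicate 1 or 3. Galacturonan degradation genes lowest on lactose are 1 in the paper's table and 0 by edgeR here (1 at an unadjusted p under 0.05, 1 by DESeq2), and do not differ with DESeq2 or no fold threshold, nor without glucose replicate 1 or without lactose replicate 1. Rhamnogalacturonan degradation genes highest under starvation are 1 in the paper's table and 0 by edgeR here (0 at an unadjusted p, 1 by DESeq2), and do not differ with DESeq2 or the looser filter, nor without arabinogalactan replicate 1, 2 or 3, without carbon-starved replicate 1, without glucose replicate 1, 2 or 3 or without lactose replicate 1, 2 or 3. The same group's genes highest on lactose are 1 in the paper's table and 0 by edgeR here (0 at an unadjusted p, 1 by DESeq2), and do not differ with DESeq2, DESeq2's size factors in edgeR, no fold threshold, the looser filter, only the 2 culture types fitted, the replicate block or the total count, nor without arabinogalactan replicate 3, without carbon-starved replicate 2 or without lactose replicate 2 or 3.

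Over 418 tests of groups and sets at the paper's threshold, the paper calls 90.0 over-representations and 81 of them are called here; 9 are called in the paper alone and 2 here alone, and with DESeq2 2 calls differ, with every gene as background 8. The paper has β-galactosidase and lactose permease genes over-represented among those that rose under starvation; here Fisher's exact test gives p = 0.089, and no setting run calls them. Leloir genes are over-represented among those that fell under starvation in the paper (Fisher's exact test here, p = 0.054), and called here with the total count, the looser filter, the stricter filter, DESeq2, glmTreat and every gene as background. Autophagy genes are over-represented among those that rose under starvation in the paper (Fisher's exact test here, p = 0.061), and called here with the total count, the looser filter, the stricter filter, DESeq2, only the 2 culture types fitted and every gene as background, and without carbon-starved replicate 1 (0.023) and without carbon-starved replicate 2 (0.025). Cell wall genes are over-represented among those that rose under starvation in the paper (Fisher's exact test here, p = 0.05, before rounding just above the threshold), and called here with the total count, DESeq2, only the 2 culture types fitted and every gene as background, and without glucose replicate 3 (0.041). They are also over-represented among genes highest on glucose in the paper (Fisher's exact test here, p = 0.078), and called here with the looser filter, the stricter filter and DESeq2, and without glucose replicate 3 (0.049), without lactose replicate 1 (0.049), without lactose replicate 3 (0.03) and without arabinogalactan replicate 2 (0.028). Extracellular peptidases are over-represented among genes lowest on glucose in the paper (Fisher's exact test here, p = 0.085), and called here with DESeq2's size factors in edgeR, the stricter filter, DESeq2 and only the 2 culture types fitted, and without glucose replicate 1 (0.039), without glucose replicate 3 (0.047) and without lactose replicate 2 (0.046). CAZymes are over-represented among genes that fell on lactose in the paper (Fisher's exact test here, p = 0.067), and called here with the total count, the stricter filter, DESeq2 and only the 2 culture types fitted, and without glucose replicate 1 (0.047), without glucose replicate 3 (0.031), without lactose replicate 1 (0.015) and without lactose replicate 2 (0.048). Antioxidant enzymes are over-represented among genes highest on glucose in the paper (Fisher's exact test here, p = 0.056), and called here with the total count, DESeq2, only the 2 culture types fitted, glmTreat and every gene as background, and without arabinogalactan replicate 1 (0.019). Transcription factors are over-represented among genes lowest on glucose in the paper (Fisher's exact test here, p = 0.06), and called here with the total count, the looser filter, DESeq2 and every gene as background, and without carbon-starved replicate 2 (0.034). Arabinofuranosidases and endo-arabinosidases on lactose and xylanases on arabinogalactan are called here among the genes that rose and not in the paper; with DESeq2 neither is called by Fisher's exact test (p = 0.061 and 0.057). By Fisher's exact test the call of the former is lost with the total count, the looser filter, DESeq2, only the 2 culture types fitted, glmTreat and the p adjusted over all groups and sets, and without glucose replicate 1 (0.38), without glucose replicate 2 (0.17), without glucose replicate 3 (0.17), without carbon-starved replicate 1 (0.056), without carbon-starved replicate 2 (0.056), without carbon-starved replicate 3 (0.057), without lactose replicate 1 (0.16), without lactose replicate 2 (0.052), without lactose replicate 3 (0.17) and without arabinogalactan replicate 1 (0.057), and that of the xylanases with DESeq2, only the 2 culture types fitted and the p adjusted over all groups and sets, and without glucose replicate 1 (0.066), without glucose replicate 2 (0.067), without arabinogalactan replicate 1 (0.067) and without arabinogalactan replicate 3 (0.066).

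For the genes that rose against glucose, the paper's text places the over-representation of α-galactosidases on arabinogalactan alone (for the genes highest on lactose it names them there too), while its Table 3 and the values here call them on lactose as well (5 of 6 genes rose). It counts chiB among the genes induced on lactose; here its log2 fold change of 0.98 lies under the fold threshold, and passes with DESeq2 and the other settings named at that claim.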

Other observations

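The lists in this part were set beforehand, and the penicillin and mitotic cell cycle genes were chosen only after their values were seen. Of 11 genes of asexual development and conidia, 4 rose on lactose, 4 on arabinogalactan and 5 under starvation, and none fell. The hydrophobin gene rodA (AN8803) rose by 2.58 (SE 0.39, adjusted p = 1.6e-05), 5.48 (SE 0.27, adjusted p = 7.5e-12) and 5.08 (SE 0.28, adjusted p = 2.9e-11), dewA (AN8006) by 2.95 (SE 0.58, adjusted p = 2.3e-04), 3.14 (SE 0.58, adjusted p = 1.0e-04) and 4.37 (SE 0.47, adjusted p = 1.9e-07), and wetA (AN1937) by 2.35 (SE 0.14, adjusted p = 1.8e-10) on lactose and 3.88 (SE 0.13, adjusted p = 4.1e-14) under starvation, with 0.46 on arabinogalactan. The values of abaA (AN0422), −0.70, −0.49 and −0.85, did not pass. Of 8 genes of sexual development and Hülle cells, 3 rose on lactose, 3 on arabinogalactan and 2 under starvation. rosA (AN5170) rose by 1.42 (SE 0.12, adjusted p = 1.5e-08) on lactose alone, and veA (AN1052) by 1.02 (SE 0.056, adjusted p = 4.2e-11) on lactose and 1.08 (SE 0.056, adjusted p = 1.4e-11) on arabinogalactan, both lost under a test against a fold of 2 and the former without lactose replicate 2 (0.96). All 3 penicillin cluster genes rose on arabinogalactan and under starvation, AN2622 by 2.55 (SE 0.12, adjusted p = 5.2e-12) and 2.69 (SE 0.12, adjusted p = 2.1e-12), and AN2623 by 4.30 on arabinogalactan; under starvation AN2621 rose by 1.08, a call lost without glucose replicate 3 (0.98) without carbon-starved replicate 1 (0.98) and under a test against a fold of 2. Of 218 mitotic cell cycle genes 11 were lower under starvation than in all other cultures (Fisher's exact test, p = 0.0052, adjusted p = 0.041), and without arabinogalactan replicate 3 the call was lost (p = 0.076).

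Of 6 genes of the glyoxylate cycle and gluconeogenesis, 1 fell on lactose, 1 on arabinogalactan and 2 under starvation, where 2 rose. acuF (AN1918) fell by 1.15 (SE 0.22, adjusted p = 1.9e-04) on lactose, a call lost with the total count (−0.83) and under a test against a fold of 2, and by 1.49 (SE 0.23, adjusted p = 1.2e-05) under starvation, and its value on arabinogalactan, −0.80, passed without arabinogalactan replicate 1 (−1.06). fbp1 (AN5604) fell by 1.02 on arabinogalactan and had −1.09 under starvation; both calls were lost with the total count (−0.74 and −0.88) and under a test against a fold of 2, and that on arabinogalactan without arabinogalactan replicate 3 (−0.95). The regulator gene facB (AN0689) had 0.07, 0.10 and 0.04. Of 3 ethanol utilization genes 1 rose on lactose, 3 on arabinogalactan and 2 under starvation, where 1 fell; AN8978 rose by 1.80 (SE 0.077, adjusted p = 8.9e-13) on arabinogalactan and 1.96 (SE 0.076, adjusted p = 2.0e-13) under starvation. AN8979 rose by 1.31 (SE 0.24, adjusted p = 8.5e-05) on arabinogalactan, a call lost without arabinogalactan replicate 3 (0.89) and under a test against a fold of 2. Of 5 nitrate assimilation genes 2 fell on lactose, 4 on arabinogalactan and 4 under starvation. Of 13 carbon regulators 6 rose and 2 fell on lactose, and 6 rose and 1 fell on arabinogalactan and under starvation; farB (AN1425) rose by 1.42 (SE 0.083, adjusted p = 9.7e-11), 1.64 (SE 0.083, adjusted p = 9.1e-12) and 1.30 (SE 0.083, adjusted p = 1.9e-10). The carbon catabolite repressor gene creA (AN6195) had 0.53 on arabinogalactan and 0.04 under starvation, and 0.81 on lactose, which passed with the total count (1.13). Adjusted over each list alone, the counts of all 6 lists are the same.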
